# Dietary Restriction Mitigates Vascular Aging, Modulates the cGAS‐STING Pathway and Reverses Macrophage‐Like VSMC Phenotypes in Progeroid DNA‐Repair‐Deficient Ercc1^Δ^ ^/−^ Mice

**DOI:** 10.1111/acel.70062

**Published:** 2025-04-25

**Authors:** S. J. M. Stefens, J. van der Linden, J. M. Heredia‐Genestar, R. M. C. Brandt, S. Barnhoorn, I. Nieuwenhuizen‐Bakker, N. van Vliet, J. H. M. Odijk, Y. Ridwan, D. Stuijts, M. Batenburg, J. H. J. Hoeijmakers, R. Kanaar, J. Essers, I. van der Pluijm

**Keywords:** cGAS‐STING, dietary restriction, DNA damage, Ercc1, intervention, macrophage‐like VSMCs, vascular aging

## Abstract

Aging is a major risk factor for cardiovascular diseases, and the accumulation of DNA damage significantly contributes to the aging process. This study aimed to identify the underlying molecular mechanisms of vascular aging in DNA‐repair‐deficient progeroid *Ercc1* ^*Δ/−*^ mice and to explore the therapeutic effect of dietary restriction (DR). RNA sequencing analysis revealed that DR reversed gene expression of vascular aging processes, including extracellular matrix remodeling, in the *Ercc1* ^*Δ/−*^ aorta. Notably, this analysis indicated the presence of macrophage‐like vascular smooth muscle cells (VSMCs) and suggested cGAS‐STING pathway activation. The presence of macrophage‐like VSMCs and increased STING1 expression were confirmed in *Ercc1* ^*Δ/−*^ aortic tissue and were both reduced by DR. In vitro, cisplatin‐induced DNA damage activated the cGAS‐STING pathway in *Ercc1* ^*Δ/−*^ VSMCs but not in wildtype VSMCs. These findings identify the involvement of the cGAS‐STING pathway in DNA damage‐driven vascular aging and underscore the therapeutic benefits of DR for vascular aging. Furthermore, upstream regulator analysis revealed compounds that may replicate the beneficial effects of DR, providing promising leads for further investigation.

## 1 Introduction

Aging is a major risk factor for cardiovascular diseases (CVDs), including hypertension, atherosclerosis, myocardial infarction, and stroke. The proportion of elderly in the total population continues to rise, with projections suggesting that by 2050 around 16% of the global population will be 65 years or older (Zhao et al. 2024). This demographic shift is a significant factor behind the expected increase in global CVD mortality of 73.4% between 2025 and 2050 (Zhao et al. 2024). This underscores the importance of better understanding the underlying mechanisms of cardiovascular aging. One key factor contributing to aging is the accumulation of DNA damage (Schumacher et al. 2021). This is evident in rare human syndromes where deficiencies in proteins involved in specific DNA repair pathways result in premature multimorbidity and many features of accelerated aging (Jaspers et al. 2007; Rapin et al. 2000). Examples are Cockayne syndrome and Xeroderma Pigmentosum, in which patients lack the ERCC1‐XPF DNA repair endonuclease complex (Faridounnia et al. 2018). The ERCC1‐XPF complex is involved in multiple DNA repair pathways, including nucleotide excision repair, double strand break repair, and interstrand cross‐link repair, explaining why its deficiency causes a wide spectrum of aging features (Faridounnia et al. 2018). Consequently, the *Ercc1* ^*Δ/−*^ mouse model, which carries one loss‐of‐function allele and one hypomorphic allele encoding a truncated ERCC1 protein, exhibits multiple aging symptoms, including frailty, hearing loss, cognitive decline, osteoporosis, and overall reduced organ function, with a shortened lifespan of 4 to 6 months (Dollé et al. 2011; Vermeij et al. 2016; Weeda et al. 1997). Previous research has shown that the aorta of *Ercc1* ^*Δ/−*^ mice undergoes functional age‐related changes, including vasomotor dysfunction, increased vascular stiffness, and elevated blood pressure (Durik et al. 2012). Furthermore, we recently demonstrated that the aorta of these mice exhibits structural age‐related alterations, such as medial thickening, loss of cells due to apoptosis, phenotypic switching of vascular smooth muscle cells (VSMCs), and increased remodeling of the extracellular matrix (ECM) (van der Linden et al. 2024). These findings suggest that the accumulation of DNA damage plays a substantial role in vascular aging and possibly also in the development of CVDs. However, the precise molecular mechanisms underlying vascular aging in *Ercc1* ^*Δ/−*^ mice remain to be elucidated.

Given that CVDs are the leading cause of death globally, there is a critical need for improved therapeutic interventions to delay or possibly prevent cardiovascular aging. Dietary restriction (DR) is one such intervention that was shown to prolong lifespan and retard the onset of many age‐related symptoms in various species (Fontana et al. 2010). DR has also demonstrated strong beneficial effects in *Ercc1* ^*Δ/−*^ mice, delaying many aging characteristics and significantly extending their lifespan (Durik et al. 2012). Among others, DR rescued the age‐dependent decline in vasodilation in *Ercc1* ^*Δ/−*^ aorta segments. However, the underlying mechanisms of the therapeutic effect of DR on vascular aging in *Ercc1* ^*Δ/−*^ mice and its impact on the structural age‐related changes of the aorta have not been investigated yet. Furthermore, since DR is not easily translatable into clinical practice, understanding its mechanism could help identify pharmacological therapies that mimic this effect.

In this study, we aimed to identify the molecular basis of vascular aging in *Ercc1* ^*Δ/−*^ mice as well as the factors that drive the therapeutic benefit of DR in the aorta. First, we assessed the effect of DR on heart and aorta diameter and function through ultrasound imaging of *Ercc1* ^*Δ/−*^ mice and wildtype littermates subjected to either an ad libitum (AL) diet or a 30% DR regime. Next, we performed bulk mRNA sequencing on the aortas of these mice. Pathway analysis was performed to biologically interpret the data, and the findings were validated in aortic tissue and VSMCs in vitro.

## 2 Methods

### 2.1 Experimental Animals

*Ercc1* ^*Δ/−*^ mice were generated by crossing *Ercc1* ^*Δ/+*^ (in a pure C57BL6J or FVB background) with *Ercc1* ^*+/−*^ mice (in a pure FVB or C57BL6J background respectively), resulting in *Ercc1* ^*Δ/−*^ offspring with a genetically uniform F1 C57BL6J/FVB hybrid background. Wildtype (WT) F1 littermates served as controls. Animals were housed at the Animal Resource Center (Erasmus University Medical Centre), and all experiments were conducted in accordance with the Principles of Laboratory Animal Care and the guidelines approved by the Dutch Ethical Committee in full compliance with European legislation.

### 2.2 Dietary Restriction Experiment

All animals were bred and maintained on AIN93G synthetic pellets (Research Diet Services B.V.; gross energy content 4.9 kcal/g dry mass, digestible energy 3.97 kcal/g). Dietary restriction (DR) was initiated at 7 weeks of age by 10% food reduction (g/day). DR was increased weekly by 10% (g/day), until reaching 30% DR from 9 weeks of age onward. Mice in the *ad libitum* (AL) group were allowed unlimited access to AIN93G pellets. Mice were kept on an adjusted light–dark schedule (light from 12 pm to 12 am and dark from 12 am to 12 pm) to facilitate feeding just before the start of the dark (active) period, in order to avoid disruptions in the biological clock. Mice were individually housed to control food intake. At 6 weeks and 18–22 weeks of age, mice were sacrificed by CO_2_ inhalation for the described experiments.

### 2.3 Echocardiographic Measurements

To assess the effect of DR on aortic and cardiac function and geometry, echocardiographic measurements were conducted on 6‐week‐old and 20–22‐week‐old *Ercc1* ^*Δ/−*^ and *Ercc1* ^*+/+*^ mice that had either been on DR or an AL diet (*n* = 8–10 per group). Mice were anesthetized with 2.5% isoflurane and ventilated with 35% O_2_. Echocardiography of the ascending aorta and left ventricle (LV) was performed using a Vevo3100 (VisualSonics Inc., Toronto, Canada). Aortic and LV diameters, ejection fraction, stroke volume, and fractional shortening were obtained from M‐mode images. Aortic strain was calculated using the following formula: (aorta diameter in systole—aorta diameter in diastole)/aorta diameter in systole * 100%.

### 2.4 Molecular Imaging for MMP Activation

Mice were intravenously injected with matrix metalloprotease (MMP) Sense680 (Perkin Elmer, Waltham, MA, USA) at a concentration of 2 nmol per 25 g of body weight. After 24 h, aortas were collected and imaged using the Odyssey CLx imaging system (LI‐COR Biosciences, Lincoln, NE, USA). Probe intensity was quantified with Image Studio Lite version 5.20 (LI‐COR Biosciences, Lincoln, NE, USA). Probe intensity was normalized by dividing the intensity by the shape area, resulting in intensity/mm^2^ per aorta. *Ercc1* ^*Δ/−*^ aortas were normalized to the average of the WT littermate aortas that were scanned simultaneously. Measurements were performed on aortas of *Ercc1* ^*Δ/−*^ and *Ercc1* ^*+/+*^ mice at 18–20 weeks of age subjected to either DR or an AL diet (*n* = 5–7 per group).

### 2.5 RNA Sequencing

*Ercc1* ^*Δ/−*^ mice and their WT littermates were sacrificed at ages of 6 weeks or 22 weeks (*n* = 4–5 per group). Table S1 indicates the number of samples per group, including the sex of the mice used. Mice were perfused through the left ventricle with phosphate buffered saline (PBS) and the aortic arch was isolated. Aortic tissue was homogenized using the TissueLyser 24 (Shanghai Jing Xin). Total RNA and microRNA were isolated from the aortic arch using the miRNeasy Mini Kit (Qiagen). Library preparation and mRNA sequencing were performed at GenomeScan B.V. (Genomescan B.V., Leiden, The Netherlands). Libraries were sequenced on an Illumina NovaSeq 6000 platform, generating paired‐end reads (150 bp read length) with a sequencing depth of 20 million reads, including Unique Molecular Identifiers (UMIs).

### 2.6 Alignment and Quality Control

We used UMI‐Tools v1.1.2 to move the UMI barcodes from separate files to the read pair headers (Smith et al. 2017). The raw fastq files were pre‐processed with fastp v0.23.2 (Chen et al. 2018). Samples were then aligned using STAR v2.7.10a against the mouse reference genome mm39 with ENSEMBL v107 annotation (Dobin et al. 2012). After alignment, we applied UMI‐Tools to deduplicate reads originating from the same molecule and minimize gene‐length biases from PCR amplification. Quality Control (QC) was assessed using fastqc v0.11.9 and RSeQC v5.0.1 (Andrews 2010; Wang et al. 2012; Wang et al. 2016). MultiQC v1.15.dev0 was used to summarize the QC of these two programs and the different steps of the data processing (Ewels et al. 2016). Read counts overlapping the entire gene body were generated using htseq‐count v2.0.2 (Putri et al. 2022).

### 2.7 Differential Gene Expression Analysis

The resulting gene‐count matrices were analyzed using R v4.1.2 (Team RC 2021). 

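Sample 003 came from a female WT mouse fed AL until 22 weeks. It held 400410 deduplicated counts on genes, whereas the other 28 samples held between 921167 and 9616382 with a median of 3256708, so that it lay 8.13 times below that median. At least 1 count fell on 12774 genes in sample 003 and on 15078 to 20299 genes in each of the others. Across the 12353 genes with enough counts for testing, the median Spearman correlation of sample 003 with the rest of its own group was 0.867, while that of the other samples with their groups ran from 0.954 to 0.985. These are correlations across genes, which are not independent replicates. Reads without a unique alignment made up 9.63% of the reads that were counted for sample 003 and 3.66% to 7.06% in the others. Mitochondrial genes took 10.5% of its gene counts and 2.47% to 9.22% elsewhere. Its 150 counts of Xist and 0 counts of the Y chromosome genes Ddx3y, Kdm5d, Uty and Eif2s3y matched its female label.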

One sample (003, WT, female, 22 weeks, AL) showed too low read counts and diverging expression profiles, and it was therefore excluded from subsequent analyses.

Differential gene expression between groups and conditions was analyzed using DESeq2 v1.34.0, with an adjusted *p*‐value threshold of 0.05 and a |log2FC| ≥ log2(1.2) (~ ± 0.26) (Love et al. 2014). Analyses were restricted to genes with > 10 read counts in more than 10 samples. The design model used was “design = ~group + sex”, where group represents the combination of age, genotype and diet, allowing the decoupling of the effect of sex from the comparisons of age, genotype and diet. Comparisons between samples at 6 weeks and 22 weeks of age were performed only for AL samples, excluding DR samples to avoid biases in gene expression levels. Conversely, analyses on the effect of DR used only 22‐week‐old samples.

NOTE: Part of this data has been used in a previously published study by our lab (van der Linden et al. 2024). This concerns only the data from AL mice, and the dataset itself has not been previously published.

### 2.8 Gene Set Enrichment Analysis

Gene Set Enrichment Analysis (GSEA) was performed using the R package fGSEA v1.20.0, and MSigDB (v2022.1) mouse Canonical Pathways were used as a reference (Subramanian et al. 2005; Castanza et al. 2023; Nishimura 2001; Milacic et al. 2023; Agrawal et al. 2023; Korotkevich et al. 2021). Each comparison between groups and conditions was analyzed separately using the log2 Fold Change of all detected genes. Genes not present in the data were excluded from the background.

### 2.9 Ingenuity Pathway Analysis

For biological interpretation of differential expression data, normalized expression values were uploaded into Ingenuity Pathway Analysis (IPA software version 94302991, QIAGEN, Redwood City, California, USA). An IPA core analysis was performed with significantly differentially expressed genes. Canonical pathways and upstream regulators were investigated, with upstream regulators selected based on *z*‐score cut‐offs (−2.0 ≤ *z*‐score ≥ 2.0) and *p*‐value ≤ 0.05. A *z*‐score ≥ 2 indicates predicted activation of the upstream regulator, and a *z*‐score ≤ −2.0 indicates predicted inhibition of the upstream regulator. Top upstream regulators were ranked based on their z‐scores.

### 2.10 Immunohistochemical Staining of Mouse Aorta Tissue

For histological analysis, mice were sacrificed by CO_2_ inhalation (number of mice used per analysis is indicated in the corresponding figure legends). Mice were perfused through the left ventricle with PBS. Aortas were fixed in formalin, segmented, and embedded in 3% Bacto agar. Embedded aortas were dehydrated through the histokinette processor (Microm) and subsequently paraffin embedded, after which 4 μm sections were prepared and placed on slides. Resorcin‐Fuchsin (RF) staining was performed to visualize the elastin structure of the vessel wall. Elastin fragmentation was counted manually and corrected for surface size. Alcian Blue (AB) staining was performed to visualize proteoglycan deposition in the aorta. A macro in Fiji (ImageJ) was designed to determine the mean percentage of AB positive area. In short, eosin counterstaining was removed from the image and an overlay mask was created to measure the staining intensity relative to the total section surface. The percentage of stained pixels was determined by setting a threshold to distinguish stained pixels from the background.

For immunohistochemical analysis, aorta sections were deparaffinized in xylene, rehydrated, and washed in washing buffer (PBS with 0.025% Triton X‐100). Antigen retrieval was performed by boiling in antigen retrieval buffers EDTA buffer (10 mM Tris base, 1 mM EDTA solution, pH 9.0) for MAC2 and citrate buffer (10 mM Sodium citrate, 0.05% Tween‐20, pH 6.0) for VCAM1 at 300 W for 15 min. Sections were treated with 3% H_2_O_2_ in methanol for 10 min to block endogenous peroxidase activity and subsequently blocked with 5% Protifar in washing buffer for 1 h. Sections were incubated overnight at 4°C with primary antibodies diluted in antibody buffer (1% Protifar in washing buffer) (Table S2). The following day, sections were washed with washing buffer and incubated with biotinylated secondary antibody diluted in antibody buffer (1:200, DAKO) for 30 min at room temperature (RT). Subsequently, sections were washed with washing buffer and incubated with avidin‐biotinylated complex diluted in washing buffer (Vectastain Universal Elite ABC kit Vector Laboratories) for 30 min at RT. After a final washing step, sections were incubated with DAB chromogen (DAKO Liquid Dab substrate‐chromogen system) as a substrate and subsequently incubated in CuSO_4_ for 5 min to boost the signal. Sections were counterstained with eosin. After dehydrating the sections and clearing them with xylene, they were mounted with Pertex mounting medium. Positive cells were counted manually and corrected for surface area.

### 2.11 Isolation of VSMCs From Mouse Aorta

*Ercc1* ^*Δ/−*^ (*n* = 3) and *Ercc1* ^*+/+*^ (*n* = 3) mice were sacrificed at 6 weeks of age and perfused through the left ventricle with PBS. Aortas were isolated and incubated in 2 mg/mL collagenase type II (LS004176, Worthington) at 37°C, 5% CO_2_ for 1–6 h until the tissue was dissociated. Primary VSMCs were centrifuged, resuspended in Dulbecco's Modified Eagle's Medium (DMEM) (Gibco) supplemented with 10% fetal calf serum (FCS) and 1% penicillin–streptomycin (PS) and cultured on dishes coated with 0.1% gelatin at 37°C, 5% CO_2_.

### 2.12 Immunofluorescent Staining of VSMCs

To investigate cGAS‐STING pathway activation in vitro, *Ercc1* ^*Δ/−*^ and *Ercc1* ^*+/+*^ VSMCs (passage numbers 9–12) were seeded in 12‐well plates (50,000 cells/well) on coverslips coated with 0.1% gelatin. The next day, cells were treated with 2 μg/mL cisplatin (Accord; infusion concentrate used in the clinic) for 48 h. After incubation, VSMCs were fixed with ice cold 100% methanol for 10 min and permeabilized with ice cold acetone for 1 min (for STING staining) or fixed with 2% paraformaldehyde in PBS for 15 min (for cGAS and ssDNA staining). Fixed cells were washed with PBS/0.1% Triton X‐100 and blocked with PBS+ (PBS supplemented with 0.5% bovine serum albumin (BSA) and 0.15% glycine) for 20 min. Next, cells were incubated overnight at 4°C with primary antibody diluted in PBS+ (Table S2). After washing, cells were incubated for 1 h at RT with secondary antibodies diluted in PBS+ (Table S2) followed by Hoechst 33342 staining (1:1000 in PBS, ThermoFisher). Images were recorded on a Stellaris 5 confocal microscope (Leica) with a 40x oil objective. Staining intensities of STING and cGAS in the cytoplasm were quantified using an in‐house developed macro in Fiji (ImageJ). Nuclei were selected based on Hoechst staining, and the mean intensity of STING or cGAS staining was measured outside the nuclei mask. The number of ssDNA spots was quantified by counting spots in Fiji and correcting for the number of nuclei. Experiments were performed in duplicates.

### 2.13 Immunoblot

For immunoblot analysis, mice were sacrificed at an age of 22 weeks (*n* = 3 per group) and perfused with PBS. Aortic tissue was isolated, snap frozen in liquid nitrogen, and homogenized in 1× Laemmli buffer (2% SDS, 10% glycerol, 60 mM Tris pH 6.8) using the TissueLyser 24 (Shanghai Jing Xin). Samples were heated for 10 min at 65°C and pulled through a 25G syringe to make them less viscous. The protein concentration was determined using the Lowry assay. Proteins (10 μg per sample) were separated by SDS‐PAGE and transferred to PVDF membranes (1.5 h, 100 V, 4°C, Immobilon). Total protein was measured using the Revert 700 Total Protein Stain kit (LI‐COR biosciences). Membranes were blocked for 1 h at RT with 3% milk in PBST (PBS + 0.1% Tween‐20) and incubated with primary antibodies overnight at 4°C (Table S2). After washing with PBST, membranes were incubated with horseradish peroxidase‐conjugated secondary antibodies (Table S2) for 1 h at RT. After washing, secondary antibodies were detected with the Amersham Imager 600 (GE Healthcare Life Sciences) using chemiluminescence. The intensity of the signal was measured using Fiji image analyzing software.

### 2.14 Statistics

Statistical analysis was performed using GraphPad Prism 10.2.0 (GraphPad Software Inc., La Jolla, California, USA). The D'Agostino‐Pearson (omnibus K2) test was used to test for normal distribution of the data. For normally distributed data, a two‐way ANOVA was applied to evaluate the effects of age and genotype or diet and genotype. For non‐normally distributed data, the Kruskal–Wallis test was used to determine significant differences between groups. The Sidak test was employed to correct for multiple comparisons. A *p*‐value < 0.05 was considered significant. Results are expressed as mean ± standard deviation (SD). In the figures, statistical significance is indicated as follows: one asterisk (*) indicates a *p*‐value < 0.05, two asterisks (**) indicate a *p*‐value < 0.01, three asterisks (***) indicate a *p*‐value < 0.001, and four asterisks (****) indicate a *p*‐value < 0.0001.

## 3 Results

### 3.1 Dietary Restriction Improves Left Ventricle Function in *Ercc1* ^*Δ/−*^ Mice

To investigate the aorta and left ventricle (LV) diameter and function in *Ercc1* ^*Δ/−*^ mice and WT littermates and the impact of DR on these parameters, we used ultrasound imaging. Measurements were performed at 22 weeks of age because all *Ercc1* ^*Δ/−*^ mice on an AL diet show advanced age‐related symptoms, including vascular aging, at this timepoint (van der Linden et al. 2024). Aorta diameter was significantly smaller in *Ercc1* ^*Δ/−*^ mice compared to WT littermates at 22 weeks of age, in both the AL‐fed and DR conditions (Figure 1A). Since *Ercc1* ^*Δ/−*^ mice experience growth retardation, they are significantly smaller in terms of total body size and bodyweight compared to WT littermates, and therefore aorta diameter is expected to be smaller (Figure S1) (Dollé et al. 2011; Waard et al. 2010). DR did not affect aorta diameter in either genotype. However, aortic strain, which measures the stiffness of the aorta, was significantly increased in AL‐fed *Ercc1* ^*Δ/−*^ mice compared to WT littermates (Figure 1B). It should be noted that alterations in blood pressure can influence these measurements, and *Ercc1* ^*Δ/−*^ mice were reported to have higher blood pressure compared to WT littermates (Durik et al. 2012). Although not significant, DR appeared to increase aortic strain, indicating a decreased stiffness in both genotypes (Figure 1B). Similarly, LV diameter in diastole was significantly smaller in AL‐fed *Ercc1* ^*Δ/−*^ mice compared to WT littermates (Figure 1C). Fractional shortening, a measure of LV contractility, and ejection fraction, a measure of LV pumping efficiency, were both significantly reduced in AL‐fed *Ercc1* ^*Δ/−*^ mice compared to WT littermates (Figure S2). Both parameters appeared to increase with DR in *Ercc1* ^*Δ/−*^ mice, although this effect did not reach statistical significance. Stroke volume, the volume of blood ejected from the LV per cardiac cycle, was significantly lower in AL‐fed *Ercc1* ^*Δ/−*^ mice compared to WT littermates. While not significant, DR tended to increase stroke volume in *Ercc1* ^*Δ/−*^ mice (Figure 1D). In WT mice, DR significantly reduced stroke volume, indicating that DR can have differential effects depending on genotype and health status.

**FIGURE 1:**
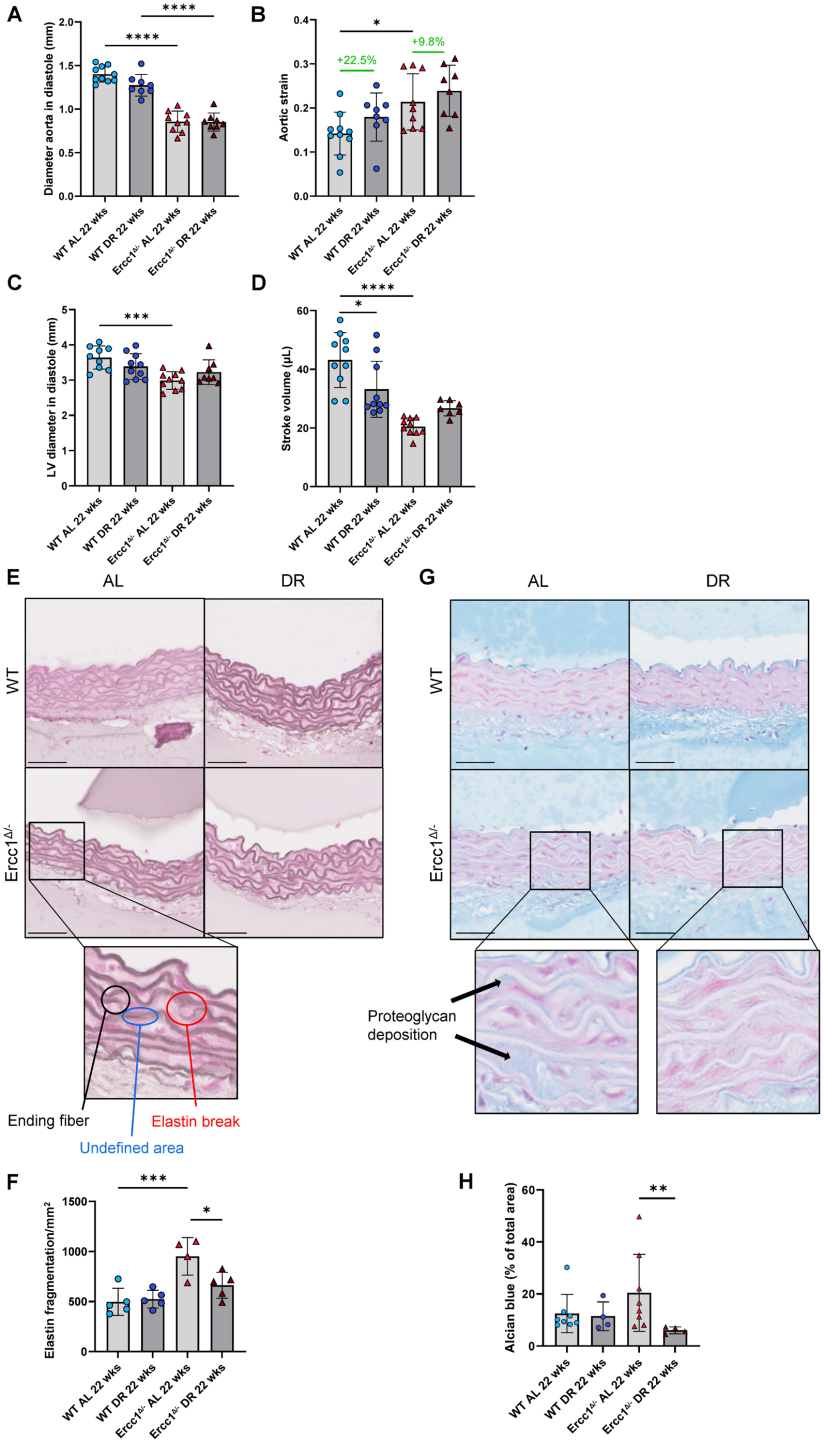
Dietary restriction improves left ventricle function and alleviates structural changes in Ercc1 mutant mouse aorta. (A) Aortic arch diameter in diastole and (B) aortic strain of *Ercc1* ^*Δ/−*^ and WT mice on AL or DR diet at 22 weeks of age. The average value of 3 individual measurements is plotted per mouse (mean ± SD, *n* = 8–10 per group, two‐way ANOVA, *p < 0.05, ****p < 0.0001). (C) Left ventricle diameter in diastole and (D) stroke volume of *Ercc1* ^*Δ/−*^ and WT mice on AL or DR diet at 22 weeks of age. The average value of 3 individual measurements is plotted per mouse (mean ± SD, *n* = 8–10 per group, two‐way ANOVA, *p < 0.05, ***p < 0.001, ****p < 0.0001). (E) Resorcin‐Fuchsin staining for elastin fibers identifying ending fibers, undefined areas and elastin breaks in the *Ercc1* ^*Δ/−*^ aorta. Scale bar = 50 μm (F) The total number of elastin fragmentations corrected for aortic media surface area was plotted (mean ± SD, *n* = 4–5 per group, two‐way ANOVA, *p < 0.05, ***p < 0.001). (G) Alcian Blue staining for proteoglycans identifying proteoglycan deposition in the *Ercc1* ^*Δ/−*^ aorta. *Scale bar = 50 μm* (H) The percentage of Alcian Blue positive area of the total aortic media surface area was plotted (mean ± SD, *n* = 4–8 per group, Kruskal–Wallis, **p < 0.01).

Next, we examined whether these functional changes were related to structural changes in the aortic wall. Since vascular aging is characterized by elastin fragmentation, we performed a Resorcin‐Fuchsin staining to analyze elastin structure (Figure 1E). Elastin fragmentation was significantly increased in the *Ercc1* ^*Δ/−*^ aorta compared to the WT aorta of mice on an AL diet, consistent with previous reports (Figure 1F) (van der Linden et al. 2024). Notably, elastin fragmentation was significantly decreased in *Ercc1* ^*Δ/−*^ mice on DR compared to AL‐fed *Ercc1* ^*Δ/−*^ mice (Figure 1F). Another indication of extracellular matrix (ECM) remodeling is the deposition of proteoglycans, visualized by Alcian Blue staining. Alcian Blue staining was non‐significantly increased in the aorta of *Ercc1* ^*Δ/−*^ mice compared to the aorta of WT mice on an AL diet, consistent with previous findings (Figure 1G). Remarkably, DR significantly reduced Alcian Blue staining in the aortic wall of *Ercc1* ^*Δ/−*^ mice. Together, these results suggest that DR can partially reverse the structural and functional abnormalities observed in the aging aorta and heart of *Ercc1* ^*Δ/−*^ mice.

### 3.2 RNA Sequencing Analysis Confirms Previously Identified Aging Characteristics in the Aorta of *Ercc1* ^*Δ/−*^ Mice

To further explore vascular aging in *Ercc1* ^*Δ/−*^ mice, bulk mRNA sequencing was conducted on the aorta of *Ercc1* ^*Δ/−*^ and WT mice using the Illumina NovaSeq6000 platform. 

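RNA from the aortic arch was sequenced as 1 library per mouse, for 29 mice in 6 groups of genotype, age and diet. WT mice contributed 5 AL-fed samples at 6 weeks, 5 AL-fed samples at 22 weeks and 5 samples on dietary restriction (DR) at 22 weeks. Ercc1Δ/− mice, which carry 1 loss-of-function and 1 hypomorphic allele of a DNA repair gene, contributed 5, 4 and 5 samples in the same order. The authors trimmed the reads, aligned them to mm39, removed duplicates by their unique molecular identifiers and counted the remaining reads over the whole gene body. Their table holds these whole-number counts without normalization for 56748 genes. The paper left out sample 003, 1 of the AL-fed WT samples of 22 weeks, for too low read counts and a diverging expression profile, and the other 28 samples were used here in the same way, with sample 003 added back as an alternative. The paper states a sequencing depth of 20 M reads, and all values here use the deduplicated counts on genes. For WT mice these totalled 955589 to 9227924 per sample (median 3627249) at 6 weeks, 3903589 to 9616382 (median 6212607) at 22 weeks on AL and 2660422 to 6124471 (median 5557760) on DR. For Ercc1Δ/− mice they totalled 2299482 to 3979441 (median 3162244) at 6 weeks, 1294980 to 3855444 (median 2392576) at 22 weeks on AL and 921167 to 2572523 (median 1576566) on DR. No sample of the AL-fed Ercc1Δ/− group at 22 weeks reached the total of any WT sample of the same age and diet (two-sided exact permutation test of the totals, p = 0.0286, the smallest p that 4 samples against 4 allow). Genes were tested when they had more than 10 counts in more than 10 of the 28 samples, the filter of the paper, which left 12353 genes. Counts were normalized by the TMM method and tested with edgeR's quasi-likelihood F test, with group and sex in the model, once over the 18 AL-fed samples for genotype and age and once over the 18 samples of 22 weeks for diet. A DEG had a Benjamini-Hochberg adjusted p of at most 0.05 and at least a 1.2-fold change, the thresholds of the paper. Normalized counts are given per 3683502 counts, the mean library size. Single genes were also compared by a two-sided exact permutation test of their mean normalized counts, whose smallest p is 0.0286 for 4 samples against 4 and 0.00794 for 4 or 5 against 5. Between samples of a group, the variance of the counts was 2.35 to 21.4 times that of counting error (chi-square per degree of freedom over 56 pairs, those with sample 003 included). The highest value without sample 003 was 20.2, for a male and a female WT sample on DR (replicates 007 and 017). These pairs were not adjusted for sex. The spread between mice, not the depth alone, therefore sets the precision of group means. Xist and 4 Y chromosome genes separated the 17 male from the 12 female samples without exception.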

Differential expression analysis of the aortic arch of 6‐week‐old *Ercc1* ^*Δ/−*^ mice compared to their WT littermates revealed 373 (Table 1) significant differentially expressed genes (DEGs). 

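At 6 weeks, 210 of the 12353 tested genes were DEGs between AL-fed Ercc1Δ/− and WT mice with 5 samples each, of which 70 were higher and 140 lower in Ercc1Δ/− mice. An unadjusted p under 0.05 was reached by 1584 genes. Bcam (log2 fold change -0.83, standard error 0.08) and Prss23 (log2 fold change -0.87, standard error 0.10) were the lower genes with the smallest p, while Cdkn1a (log2 fold change 1.19, standard error 0.13) and Gdf15 (log2 fold change 2.08, standard error 0.28) led the higher ones. The alternative that moved the count most tested against the 1.2-fold change itself (edgeR's glmTreat) and called 29 genes. Leaving out 1 sample at a time gave 102 to 226 DEGs, the lowest without WT replicate 009.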

At 22 weeks of age, differential expression analysis revealed 1719 significant DEGs between these two groups. This 4.6‐fold increase in the total number of DEGs between *Ercc1* ^*Δ/−*^ and WT mice in a time span of 18 weeks reflects the accelerated aging phenotype of *Ercc1* ^*Δ/−*^ mice. 

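At 22 weeks, 1487 of the tested genes were DEGs between the AL-fed Ercc1Δ/− samples (n = 4) and WT samples (n = 4), 726 of them higher and 761 lower in Ercc1Δ/− mice, and 3220 genes had an unadjusted p under 0.05. The median size of the log2 fold change among the DEGs was 0.73. Of the 210 DEGs at 6 weeks, 141 were DEGs at 22 weeks in the same direction and 2 in the opposite direction, where 25.3 shared genes would arise by chance. With sample 003 included, 1149 genes were DEGs. Because the total counts of the 2 groups did not overlap, all samples were also thinned at random to 921167 counts, which gave 757 DEGs, 708 of them among the 1487 and in the same direction. This alternative was chosen after seeing the totals. Leaving out 1 sample at a time gave 933 DEGs at the least, without WT replicate 018, and 1437 at the most.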

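The number of DEGs between genotypes at 22 weeks was 7.08 times that at 6 weeks. Between 2 counts at fixed thresholds this ratio has no error of its own, and leaving out 1 sample at a time moved it from 4.2 (without WT replicate 018 of 22 weeks) to 14 (without Ercc1Δ/− replicate 027 of 6 weeks). When age was regrouped at random within each genotype, 14 of 100 regroupings, the real one included, gave as high a ratio. Whether the change with age itself differed between the genotypes was tested by the genotype by age interaction, which 104 genes passed (46 with a more positive and 58 with a more negative change in Ercc1Δ/− mice), and 1409 genes had an unadjusted p under 0.05 for it. Between 6 and 22 weeks, 579 genes were DEGs in AL-fed Ercc1Δ/− mice (261 higher and 318 lower at 22 weeks, 2198 with an unadjusted p under 0.05) and 29 were DEGs in AL-fed WT mice (12 higher and 17 lower, 1067 with an unadjusted p under 0.05). A score of clock genes also fell with age in Ercc1Δ/− mice (difference -1.73, exact permutation test, p = 0.0397) and hardly changed in WT mice (0.026, exact permutation test, p = 0.944). A shift in circadian phase therefore stays open for these comparisons. From the growing number of DEGs between the genotypes, the paper concludes that gene expression reflects the accelerated aging of Ercc1Δ/− mice.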

Principal Component Analysis (PCA) showed a full separation between *Ercc1* ^*Δ/−*^ and WT samples, indicating that genotype is the most prominent difference. Furthermore, samples of 6‐week‐old *Ercc1* ^*Δ/−*^ mice clustered more closely with those of WT mice than samples of 22‐week‐old *Ercc1* ^*Δ/−*^ mice did, indicating a progressive shift in RNA expression pattern upon aging (Figure 2A). 

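Principal components were computed for the 28 samples from the log2 CPM (counts scaled by library size, with a prior count of 2) of the 500 most variable genes. The first component carried 27.9% of the variance and the second 14.3%. Both followed the mean log2 CPM of 20 white and brown fat markers (Spearman 0.594 and -0.525), so that fat in the dissected arch may contribute to them. The second component also followed sex. All female samples had a negative value, and all males but replicates 012 (-1.76) and 027 (-3.59) a positive one. The permutation tests of the components did not hold sex fixed. On the first component the 14 Ercc1Δ/− samples lay higher than the 14 WT samples (two-sided exact permutation test within age and diet over 4445280 regroupings, p = 4.95e-06), and on the second the same test gave p = 0.0647. The 2 ranges overlapped on the first component. Of the 14 Ercc1Δ/− samples, 9 lay above every WT sample, and 3 WT samples lay above the lowest Ercc1Δ/− sample. These 3, replicates 011, 017 and 021, were all female, so that the overlap may reflect sex as well as genotype. With the variance stabilizing transformation of DESeq2, the alternative that moved the values most, the first component carried 36.4% and 8 WT samples lay above the lowest Ercc1Δ/− sample. In the plane of both components the best line between the genotypes left 1 of the 28 samples on the wrong side, and 0 with this transformation, a count chosen after the values were seen.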

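The first component averaged -1.68 ± 5.65 (SD, n = 5) in 6-week-old Ercc1Δ/− mice and -10.97 ± 7.23 (SD, n = 5) in 6-week-old WT mice (exact permutation test, p = 0.0556). At 22 weeks on AL it averaged 16.24 ± 7.5 (SD, n = 4) in Ercc1Δ/− mice and -10.57 ± 3.54 (SD, n = 4) in WT mice (exact permutation test, p = 0.0286, the smallest p possible). The difference between 6 and 22 weeks exceeded the spread between samples in Ercc1Δ/− mice (exact permutation test, p = 0.00794) and not in WT mice (exact permutation test, p = 0.905). On DR it averaged 15.0 ± 3.43 (SD, n = 5) in Ercc1Δ/− mice and -6.89 ± 9.44 (SD, n = 5) in WT mice. DR and AL did not separate on the first component in either genotype (exact permutation tests, p = 0.73 in Ercc1Δ/− and p = 0.46 in WT mice).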

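The Ercc1 gene (ENSMUSG00000003549) lies on chromosome 7 of GRCm39 from 19075881 to 19090450. In AL-fed mice of 6 weeks it had 41.8 ± 9.17 normalized counts (SD, n = 5) in Ercc1Δ/− mice and 102 ± 33.7 (SD, n = 5) in WT mice. The log2 fold change was -1.41 (standard error 0.18, edgeR adjusted p = 3.2e-04), while the ranges of the 2 groups overlapped (exact permutation test, p = 0.0159). At 22 weeks on AL it had 58.9 ± 7.34 normalized counts (SD, n = 4) in Ercc1Δ/− mice and 115 ± 8.66 (SD, n = 4) in WT mice, a log2 fold change of -0.97 (standard error 0.20, edgeR adjusted p = 0.00271) with every Ercc1Δ/− sample below every WT sample. Sample 003 had 3 raw counts, or 30.0 normalized counts, and with it the WT mean was 97.8 ± 38.6 (SD, n = 5). On DR the log2 fold change was -1.01 (standard error 0.18, edgeR adjusted p = 5.66e-04) and the groups did not overlap. Raw counts of Ercc1 ran from 12 to 335 per sample, so that counting error was a large part of the spread in the shallowest samples. Neither age in WT mice nor DR in either genotype changed Ercc1 past the threshold (edgeR adjusted p = 0.979, 0.989 in WT mice and 0.996 in Ercc1Δ/− mice on DR). The counts do not separate transcripts of the truncated allele from those of an intact allele. Bcam, among the lower genes with the smallest p at both ages, lies near Ercc1 on chromosome 7, from 19490056 to 19505165. Whether its change comes from this position beside the altered gene was not tested.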

Differential expression data confirmed significantly decreased *Ercc1* gene expression in the *Ercc1* ^*Δ/−*^ aorta compared to WT aorta (Figure 2B).

**TABLE 1:** The number of DEGs resulting from the different comparisons performed in DESeq2 on RNA sequencing data from Ercc1 and WT mouse aortas. Created in BioRender. Van der pluijm, I. (2025) https://BioRender.com/v52v937.

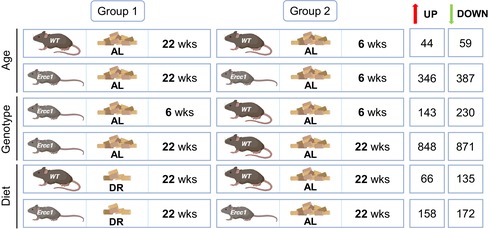

**FIGURE 2:**
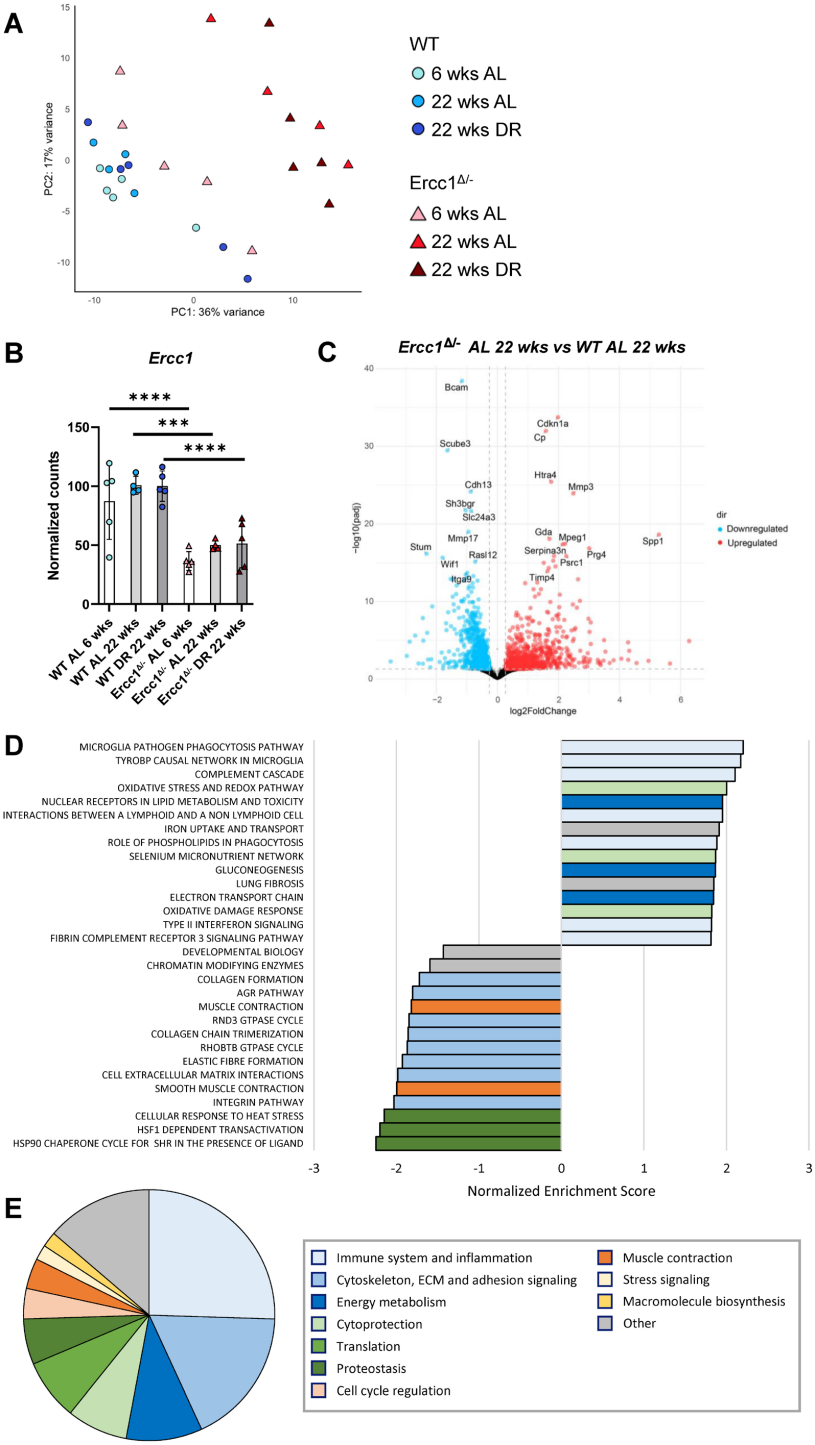
RNA sequencing analysis confirms previously identified aging characteristics in the aorta of Ercc1 mutant mice (A) PCA plot showing the similarity in RNA expression pattern between the different samples from the aortic arch of *Ercc1* ^*Δ/−*^ and WT mice. (B) Expression of the *Ercc1* gene (normalized counts) in the *Ercc1* ^*Δ/−*^ aortic arch compared to the WT aortic arch. The mean ± SD is plotted (*n* = 4–5 per group, DEG analysis using DESeq2 ***p < 0.001, ****p < 0.0001). (C) Volcano plot of genes differentially expressed between the 22‐week‐old *Ercc1* ^*Δ/−*^ aortic arch and the 22‐week‐old WT aortic arch of AL‐fed mice. The top 10 differentially expressed genes in each direction are highlighted (ranked based on significance, *Timp4* (16th most significantly upregulated gene) is additionally highlighted in the plot). Significantly upregulated genes are colored red and significantly downregulated genes are colored blue (adjusted *p*‐value ≤ 0.05, abs(log2FoldChange) ≥ 0.26 (log2(1.2)). (D) The top 15 most significantly enriched canonical pathways in each direction in the 22‐week‐old *Ercc1* ^*Δ/−*^ aortic arch compared to the WT aortic arch of AL‐fed mice. The bar coloring corresponds to the pathway categories described in the legend of figure E. (E) Pie chart showing the different categories of all significantly enriched canonical pathways.

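Mmp3 (ENSMUSG00000043613, chromosome 9 of GRCm39, 7445822 to 7455975) had 160 ± 27.5 normalized counts (SD, n = 4) in AL-fed Ercc1Δ/− mice and 30.5 ± 10.7 (SD, n = 4) in AL-fed WT mice of 22 weeks. This was a log2 fold change of 2.55 (standard error 0.21, edgeR adjusted p = 7.25e-08). Mmp17 (ENSMUSG00000029436, chromosome 5, 129661084 to 129688163) fell from 759 ± 58.6 normalized counts (SD, n = 4) in WT mice to 389 ± 59.1 (SD, n = 4) in Ercc1Δ/− mice, with a log2 fold change of -0.94 (standard error 0.10, edgeR adjusted p = 2.84e-06). Timp4 (ENSMUSG00000030317, chromosome 6, 115187773 to 115229336) had 138 ± 28.2 normalized counts (SD, n = 4) in Ercc1Δ/− mice and 45.5 ± 11.0 (SD, n = 4) in WT mice, a log2 fold change of 1.70 (standard error 0.18, edgeR adjusted p = 2.84e-06). For each of these genes no sample of 1 genotype reached the range of the other (exact permutation test, p = 0.0286, the smallest p possible). Sample 003, which the paper left out for its low counts and profile, had 80 normalized counts of Mmp3, 330 of Mmp17 and 140 of Timp4, from 8, 33 and 14 raw counts. With it the WT means were 40.4, 673 and 64.4. Ranked by p within each direction, Mmp3 was number 4 among the higher genes, Timp4 number 12 and Mmp17 number 5 among the lower genes. The ranks of other genes labelled in Fig. 2C were 2 for Cp, 3 for Htra4, 5 for Mpeg1, 13 for Spp1, 21 for Serpina3n and 43 for Prg4 among the higher genes. Among the lower genes they were 1 for Scube3, 2 for Bcam, 3 for Sh3bgr, 4 for Cdh13, 6 for Wif1, 7 for Slc24a3, 10 for Itga9, 16 for Rasl12 and 24 for Stum. Sample 013 held 201 normalized counts of Mmp3, above 150 in the next of the Ercc1Δ/− samples.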

The top 20 most significantly changed genes in each direction in 22‐week‐old aortas from AL‐fed *Ercc1* ^*Δ/−*^ compared to AL‐fed WT mice contained ECM remodeling genes such as *Mmp3*, *Mmp17* and *Timp4* (Figure 2C). Additionally, the gene encoding stress/senescence marker p21 (*Cdkn1a*) was significantly upregulated, confirming prior findings of increased ECM remodeling and p21 expression in *Ercc1* ^*Δ/−*^ aortas (van der Linden et al. 2024). 

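Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm39, 29309936 to 29319701) ranked first by p among the higher genes. It had 671 ± 75.8 normalized counts (SD, n = 4) in AL-fed Ercc1Δ/− mice and 168 ± 38.5 (SD, n = 4) in AL-fed WT mice of 22 weeks, and 220 in sample 003, with which the WT mean was 178 ± 40.7 (SD, n = 5). The log2 fold change was 2.02 (standard error 0.15, edgeR adjusted p = 3.41e-08), and the fits that each left out 1 sample gave 1.94 to 2.16. At 6 weeks it already had 388 ± 49.9 normalized counts (SD, n = 5) in Ercc1Δ/− mice and 166 ± 25.5 (SD, n = 5) in WT mice. Between 6 and 22 weeks it rose in Ercc1Δ/− mice by 0.80 on the log2 scale (standard error 0.13, edgeR adjusted p = 6.11e-04). On DR it had 712 ± 103 normalized counts (SD, n = 5), a log2 fold change of 0.10 (standard error 0.16, edgeR adjusted p = 0.843) from AL. A list of 28 tested p53 target genes, which includes Cdkn1a, had 24 genes higher in Ercc1Δ/− mice, with a median log2 fold change of 0.51 (limma camera over 20 lists, adjusted p = 5.12e-10). The DEGs among them numbered 15, of which 14 were higher, and 17 when adjusted over the list alone.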

Gene Set Enrichment Analysis (GSEA) further indicated significant enrichment of pathways involved in ECM remodeling, including “*elastic fibre formation*”, “*collagen chain trimerization*” and *“collagen formation”* (Figure 2D). 

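The gene sets that the paper tested are not used here. In their place, 20 gene lists were written by hand for the pathways that the paper names, before the data were examined, and were tested with limma's camera test (preset correlation 0.01, adjusted over the 20 lists). Of these, 18 lists had an adjusted p of at most 0.05 between AL-fed Ercc1Δ/− and WT mice of 22 weeks, 13 of them higher and 5 lower in Ercc1Δ/− mice. The rotation test fry called 15 of the 18 in the same direction and fgsea called all 18. Camera with an estimated correlation, the alternative that moved the number most, called 11. Other splits of these samples, which mixed the genotypes, gave a median of 9 lists called by camera with the preset correlation and 17 at the most. The lists not called by fry were class I antigen presentation, the citric acid cycle and respiratory electron transport. Among the matrix lists, elastic fibre formation was lower in Ercc1Δ/− mice (limma camera, adjusted p = 1.92e-04). Its 35 tested genes had a median log2 fold change of -0.19, 25 were lower, and 11 were DEGs over all tested genes and 14 when adjusted over the list alone. Collagen chains were lower too (limma camera, adjusted p = 1.11e-04), with a median log2 fold change of -0.46 over 30 genes, 16 DEGs and 19 when adjusted over the list alone. Collagen-modifying enzymes had 19 of 24 genes lower and a median of -0.22 (limma camera, adjusted p = 1.83e-04), with 6 DEGs and 9 when adjusted over the list alone. With an estimated correlation the first 2 of these lists were not called (limma camera, adjusted p = 0.0763 and 0.115). Matrix metalloproteases and their inhibitors were higher in Ercc1Δ/− mice (limma camera, adjusted p = 0.00975), with 11 of 15 genes higher, a median log2 fold change of 0.22, 4 DEGs and 6 when adjusted over the list alone.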

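A list of 52 tested smooth muscle contraction genes was lower in AL-fed Ercc1Δ/− mice than in AL-fed WT mice of 22 weeks, with a median log2 fold change of -0.42 and 42 genes lower (limma camera, adjusted p = 1.48e-12). Of these genes, 31 were DEGs, 28 of them lower, and 33 when adjusted over the list alone. The list score of a sample, the mean of its genes' log2 CPM centred on the mean of all 28 samples, was -0.26 ± 0.16 (SD, n = 4) in Ercc1Δ/− mice and 0.16 ± 0.02 (SD, n = 4) in WT mice (exact permutation test, p = 0.0286, the smallest p possible). Of 12 contractile VSMC markers, all were lower, by a median of -0.65 on the log2 scale, and 9 were DEGs.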

The “*muscle contraction*” pathway had a negative enrichment score, indicating downregulation of contraction‐related genes in the *Ercc1* ^*Δ/−*^ aorta. This was consistent with previous studies revealing decreased protein expression of contractile VSMC markers (van der Linden et al. 2024). Additionally, pathways related to oxidative stress and redox responses had a positive enrichment score, suggesting upregulation of these processes (Figure 2D). This was consistent with previous findings showing the increased accumulation of oxidative DNA damage and elevated reactive oxygen species (ROS) levels in *Ercc1* ^*Δ/−*^ liver and kidney (Robinson et al. 2018). 

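A list of 43 tested oxidative stress response genes was higher in AL-fed Ercc1Δ/− mice of 22 weeks, with a median log2 fold change of 0.36 and 37 genes higher (limma camera, adjusted p = 1.4e-09). The DEGs among them numbered 16, all higher, and 21 when adjusted over the list alone. The list score was 0.29 ± 0.13 (SD, n = 4) in Ercc1Δ/− mice and -0.19 ± 0.05 (SD, n = 4) in WT mice (exact permutation test, p = 0.0286). The call held under fry, under an estimated correlation and in each of the 8 fits that left out 1 sample.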

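Jun (ENSMUSG00000052684, chromosome 4 of GRCm39, 94937271 to 94940459) had 461 ± 80.8 normalized counts (SD, n = 4) in AL-fed Ercc1Δ/− mice and 970 ± 448 (SD, n = 4) in AL-fed WT mice of 22 weeks. Its log2 fold change was -0.998 (standard error 0.32, edgeR adjusted p = 0.0557), short of the threshold, although every Ercc1Δ/− sample lay below every WT sample (exact permutation test, p = 0.0286, the smallest p possible). In the DESeq2 fit the log2 fold change of -1.02 passed it (DESeq2 adjusted p = 0.00422), and over the edgeR alternatives that called it the adjusted p ran up to 0.0445. In sample 003, which the paper left out, Jun had 600 normalized counts, and with it the WT mean was 896 ± 422 (SD, n = 5). Jun is an immediate early gene. Within groups it followed the mean of 6 other immediate early genes over the 28 samples (Pearson r = 0.876, permutation p = 3e-05, Spearman rho = 0.868, permutation p = 3e-05, r = 0.828 without the 2 samples farthest from the median), and these 6 genes had a median log2 fold change of -0.61 (exact permutation test, p = 0.314). Srf (ENSMUSG00000015605, chromosome 17, 46857767 to 46867119) had 242 ± 48.4 normalized counts (SD, n = 4) in Ercc1Δ/− mice and 381 ± 59.4 (SD, n = 4) in WT mice, a log2 fold change of -0.65 (standard error 0.15, edgeR adjusted p = 0.00625). Without WT replicate 018 its log2 fold change was -0.50 (edgeR adjusted p = 0.0637). Sample 003 had 220 normalized counts of Srf. Ptpn11 (ENSMUSG00000043733, chromosome 5, 121268596 to 121329496) had 686 ± 50.7 normalized counts (SD, n = 4) in Ercc1Δ/− mice and 831 ± 32.5 (SD, n = 4) in WT mice, a log2 fold change of -0.29 (standard error 0.11, edgeR adjusted p = 0.0798). Replicate 026, at 761, lay far from the other Ercc1Δ/− samples, and without it the log2 fold change was -0.38 (edgeR adjusted p = 0.0425). Sample 003 had 540 normalized counts of Ptpn11. A list of 45 tested IGF-1 signalling genes had 27 genes lower and a median log2 fold change of -0.05, which camera did not call (limma camera, adjusted p = 0.173) and fry did (limma fry, adjusted p = 0.0102). Of its genes 3 were DEGs, as when adjusted over the list alone.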

Further analysis with Ingenuity Pathway Analysis (IPA) revealed downregulation of transcription factors *Jun* and *Srf*, which are downstream of the IGF‐1 signaling pathway, and predicted inhibition of this pathway in the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta of AL‐fed mice (Figure S3). Furthermore, GSEA analysis highlighted immune response pathways including “*microglia pathogen phagocytosis pathway*”, “*complement cascade*” and “*type II interferon signaling*”, and categorization of enriched pathways revealed that “*immune system and inflammation*” was the largest category containing 14 of 61 pathways (Figure 2E). These findings suggest that Ercc1 deficiency triggers a pro‐inflammatory immune response in the aorta, similar to effects seen in other tissues such as adipose tissue, the kidney and the pancreas of *Ercc1* ^*Δ/−*^ mice (Karakasilioti et al. 2013; Chatzidoukaki et al. 2021; Schermer et al. 2013). 

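The list of microglia pathogen phagocytosis genes was higher in AL-fed Ercc1Δ/− mice than in AL-fed WT mice of 22 weeks (limma camera, adjusted p = 1.6e-10). Of its 27 tested genes 24 were higher, by a median of 1.19 on the log2 scale, and 20 were DEGs (22 when adjusted over the list alone). Complement cascade genes were higher as well, 22 of 23 genes by a median of 0.83 (limma camera, adjusted p = 1.72e-08), with 12 DEGs and 16 when adjusted over the list alone. For type II interferon response genes, 29 of 34 were higher by a median of 0.37 (limma camera, adjusted p = 1.16e-06), 9 were DEGs, and 16 when adjusted over the list alone. This last call was lost with an estimated correlation (limma camera, adjusted p = 0.0996), and the list score did not separate the genotypes beyond the spread between samples (0.49 ± 0.16 (SD, n = 4) in Ercc1Δ/− and 0.03 ± 0.42 (SD, n = 4) in WT mice, exact permutation test, p = 0.143). The overlap came from WT replicate 018, whose score of 0.646 lay above every Ercc1Δ/− sample (0.274 to 0.638). The other WT samples, at -0.301 to -0.079, lay below every Ercc1Δ/− sample. A list of 20 tested macrophage markers was higher in every gene, by a median of 1.54 on the log2 scale, with 17 DEGs.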

Altogether, these findings revealed that mechanisms previously observed in *Ercc1* ^*Δ/−*^ mice in different tissues were also visible at the RNA expression level in the aorta of AL‐fed *Ercc1* ^*Δ/−*^ mice.

### 3.3 Dietary Restriction Improves Oxidative Damage Response, Immune Response, and Metabolism in the Aorta of Ercc1^Δ^ ^/−^ Mice

To assess the effect of DR on vascular aging, we compared RNA expression in the aorta of DR‐fed 22‐week‐old mice to AL‐fed 22‐week‐old mice. Differential expression analysis revealed 330 significant DEGs in the aortic arch of *Ercc1* ^*Δ/−*^ mice on DR compared to the same group on an AL diet (Table 1). 

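In Ercc1Δ/− mice of 22 weeks, 202 of the tested genes were DEGs between DR (n = 5) and AL (n = 4), of which 80 were higher and 122 lower on DR. An unadjusted p under 0.05 was reached by 1853 genes. The median size of the log2 fold change among the DEGs was 0.59. The lower genes with the smallest p were Spp1 (log2 fold change -2.90, standard error 0.27), Col8a1 and C1qa (log2 fold change -0.99, standard error 0.13), and the higher ones included Usp54 (log2 fold change 0.78, standard error 0.12) and Hhip (1.19, 0.18). The alternative that moved the number most tested against the 1.2-fold change and called 20 genes. Leaving out 1 sample at a time gave 78 to 274 DEGs, the lowest without AL-fed replicate 026. With sample 003 in the fit, although it is not 1 of the samples compared, 101 genes were DEGs. With a score of 4 clock genes as a covariate, 103 genes were DEGs, 92 of them among the 202 and in the same direction.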

In WT mice, 201 DEGs were identified when comparing mice on DR to AL‐fed mice. 

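In WT mice of 22 weeks, 158 genes were DEGs between DR (n = 5) and AL (n = 4), 42 higher and 116 lower on DR, and 1581 genes had an unadjusted p under 0.05. H2-Eb1 (log2 fold change -2.18, standard error 0.23) and Gbp4 (log2 fold change -2.68, standard error 0.28) had the smallest p among the lower genes, and Celf4 (log2 fold change 1.64, standard error 0.25) among the higher. With sample 003, which the paper left out, 99 genes were DEGs. Without WT replicate 018, the only female of the 4 AL-fed samples, 44 genes were DEGs, the lowest of the fits that each left out 1 sample, and without sex in the model 55.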

When matching these two gene sets, only 38 genes were found to have a shared response upon DR in *Ercc1* ^*Δ/−*^ mice and WT mice (26 downregulated genes, 12 upregulated genes), with 1 DEG switching direction (Figure 3A). This suggests that DR affects *Ercc1* ^*Δ/−*^ mice at least in part differently than WT mice. 

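Of the 202 DEGs on DR in Ercc1Δ/− mice and the 158 in WT mice, 25 were shared with the same direction, 18 lower and 7 higher, and 1 with opposite directions. By chance 2.58 shared genes would arise among the 12353 tested genes (one-sided Fisher's exact test, p = 4.48e-19). The gene that changed in opposite directions was Lgals3, with log2 fold changes of -0.85 in Ercc1Δ/− mice and 0.99 in WT mice. The test against the 1.2-fold change left 2 shared genes, the largest move among the alternatives, and the fits that each left out 1 sample gave 8 to 32, the lowest without WT replicate 018.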

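A gene that is a DEG in 1 genotype and not in the other is not thereby shown to respond differently, so the genotype by diet interaction was tested. It passed the threshold for 12 genes, 7 with a more positive and 5 with a more negative change on DR in Ercc1Δ/− mice, and 1077 genes had an unadjusted p under 0.05. Among these were Spp1 (log2 interaction -3.87, standard error 0.51, edgeR adjusted p = 6.55e-04), Lgals3 (-1.84, standard error 0.25, edgeR adjusted p = 6.55e-04), Plvap (1.41, standard error 0.23, edgeR adjusted p = 0.00946), Gm830 (1.59, standard error 0.29, edgeR adjusted p = 0.0338) and Timp1 (-1.60, standard error 0.30, edgeR adjusted p = 0.0349). Leaving out 1 sample at a time gave 2 to 18 interaction genes. Of the 18 such fits Spp1 and Lgals3 passed in 18, Plvap in 16, Gm830 in 11 and Timp1 in 9. With all samples thinned to equal depth, a fit chosen after seeing the totals, Lgals3 passed (edgeR adjusted p = 0.0231). Spp1 (edgeR adjusted p = 0.101), Plvap (0.0625), Gm830 (0.105) and Timp1 (0.105) fell short, so library size stays open for them. Plvap, Gm830 and Timp1 also fell short without sex in the model (edgeR adjusted p = 0.335, 0.0784 and 0.105). Plvap and Timp1 did so with all 6 groups in the fit too (edgeR adjusted p = 0.336 and 0.273). Of the 202 DEGs in Ercc1Δ/− mice, 6 were interaction genes, and 164 (81.2%) had the same sign of change in WT mice. Across all tested genes, which are not independent replicates, the DR effects of the 2 genotypes correlated with a Spearman coefficient of 0.263. From the small overlap of the DEGs, the paper proposes that DR acts at least in part differently in Ercc1Δ/− mice than in WT mice.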

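The same hand-written list of 43 oxidative stress response genes was lower on DR than on AL in Ercc1Δ/− mice of 22 weeks, with 26 genes lower and a median log2 fold change of -0.07 (limma camera, adjusted p = 0.0119). Of its genes 5 were DEGs, all lower, and 11 when adjusted over the list alone. Of the 20 lists, 15 were called in this comparison, 3 higher and 12 lower on DR. Fry called 9 of the 15 and fgsea 12. Camera with an estimated correlation called 4, which were the metalloprotease, class II antigen presentation, senescence-associated secretory and macrophage-like VSMC marker lists. None of these alternatives called the oxidative stress list (limma fry, adjusted p = 0.0538, and fgsea permutation, adjusted p = 0.0626). Its score was 0.18 ± 0.06 (SD, n = 5) on DR and 0.29 ± 0.13 (SD, n = 4) on AL (exact permutation test, p = 0.167).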

GSEA analysis revealed that DR downregulated the upregulated “*oxidative damage response”* pathway in *Ercc1* ^*Δ/−*^ mice (Figure 3B). Specifically, antioxidant genes *Gpx1*, *Srxn1* and *Txnrd1* were upregulated in the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta compared to WT aorta and DR restored their expression to baseline levels in *Ercc1* ^*Δ/−*^ mice (Figure 3C). Additionally, immune response pathways like “*MHC class II antigen presentation*” and “*microglia pathogen phagocytosis pathway*” were downregulated by DR (Figure 3B). Furthermore, pathways involved in energy metabolism, such as “*the citric acid cycle and respiratory electron transport*”, were altered by DR. These results suggest that DR mitigates processes that contribute to impaired structure and function in the aging *Ercc1* ^*Δ/−*^ aorta.

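Gpx1 (ENSMUSG00000063856, chromosome 9 of GRCm39, 108216102 to 108217546) had 1227 ± 108 normalized counts (SD, n = 4) in AL-fed Ercc1Δ/− mice of 22 weeks, 935 ± 49.4 (SD, n = 4) in AL-fed WT mice and 959 ± 112 (SD, n = 5) in Ercc1Δ/− mice on DR. Its log2 fold change was 0.43 between genotypes (standard error 0.09, edgeR adjusted p = 0.00303) and -0.37 on DR (standard error 0.08, edgeR adjusted p = 0.0166). Srxn1 (ENSMUSG00000032802, chromosome 2, 151947436 to 151957687) had 259 ± 29.4, 148 ± 7.27 and 175.8 ± 24.4 normalized counts in these groups, with log2 fold changes of 0.82 (standard error 0.12, edgeR adjusted p = 1.12e-04) and -0.54 (standard error 0.11, edgeR adjusted p = 0.0138). Txnrd1 (ENSMUSG00000020250, chromosome 10, 82669785 to 82733546) had 410 ± 24.3, 304 ± 18.9 and 325 ± 37.3 normalized counts, with log2 fold changes of 0.42 (standard error 0.09, edgeR adjusted p = 0.00421) and -0.35 (standard error 0.10, edgeR adjusted p = 0.066), so that the change of Txnrd1 on DR did not pass the threshold, which it did in the DESeq2 fit (DESeq2 adjusted p = 0.0269). Each of the 3 genes was higher in every AL-fed Ercc1Δ/− sample than in every WT sample (exact permutation test, p = 0.0286). On DR every sample lay below the AL samples for Srxn1 (exact permutation test, p = 0.00794) and Txnrd1 (exact permutation test, p = 0.0159), and the ranges of Gpx1 overlapped (exact permutation test, p = 0.0238). On DR the genotypes did not differ past the threshold in Gpx1 (edgeR adjusted p = 0.335), Srxn1 (edgeR adjusted p = 0.144) or Txnrd1 (edgeR adjusted p = 0.513). In sample 003, which the paper left out, the values were 1160 for Gpx1, 140 for Srxn1 and 240 for Txnrd1, and with it the WT means were 980, 146 and 291. The call of Gpx1 on DR was lost in 3 of the 9 fits that left out 1 sample, and that of Srxn1 in 2 of 9, when AL-fed replicate 004 or 026 was left out. The genotype by diet interaction passed the threshold for none of the 3 (edgeR adjusted p = 0.06, 0.266 and 0.471).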

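Class II antigen presentation genes were lower on DR than on AL in Ercc1Δ/− mice, 14 of 16 tested genes by a median log2 fold change of -0.51 (limma camera, adjusted p = 1.39e-09). The DEGs among them numbered 4, and 12 when adjusted over the list alone. The list score was -0.12 ± 0.22 (SD, n = 5) on DR and 0.68 ± 0.31 (SD, n = 4) on AL (exact permutation test, p = 0.00794, the smallest p possible). Microglia pathogen phagocytosis genes were lower as well, 21 of 27 by a median of -0.39 (limma camera, adjusted p = 8.51e-06), with 5 DEGs and 7 when adjusted over the list alone. This second call was not made by fry (limma fry, adjusted p = 0.0623) and was made by fgsea (fgsea permutation, adjusted p = 8.73e-04). The list score of 0.27 ± 0.65 (SD, n = 5) on DR did not differ from 0.75 ± 0.36 (SD, n = 4) on AL beyond the spread (exact permutation test, p = 0.23). Replicate 016 on DR held 374 normalized counts of the macrophage gene Adgre1 and 31.5 at the most were found in the other 4. Class I antigen presentation genes were lower in 19 of 21 genes (limma camera, adjusted p = 1.19e-07), complement genes in 15 of 23 (limma camera, adjusted p = 3.71e-04) and type II interferon response genes in 23 of 34 (limma camera, adjusted p = 2.5e-04).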

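Citric acid cycle and pyruvate metabolism genes were higher on DR in Ercc1Δ/− mice, 31 of 34 by a median log2 fold change of 0.24 (limma camera, adjusted p = 1.63e-04). Respiratory electron transport genes were higher in 61 of 73, by a median of 0.17 (limma camera, adjusted p = 0.00142). None of these genes was a DEG (0 in either list, also when adjusted over the list alone). Neither list was called by fry (limma fry, adjusted p = 0.267 and 0.455), and both were called by fgsea (fgsea permutation, adjusted p = 2.21e-06 and 5.45e-06). The list scores did not separate DR from AL (exact permutation tests, p = 0.429 and p = 0.563 with n = 5 and n = 4). Within groups, the scores of both lists followed the score of 20 white and brown fat markers over the 28 samples, with which they share no gene. For the citric acid cycle Pearson r was 0.977 and Spearman rho 0.958 (permutation p = 1e-05 for both, r = 0.97 without the 2 samples farthest from the median). For electron transport r was 0.939 (permutation p = 1e-05) and rho 0.903 (permutation p = 3e-05), with r = 0.936 without those 2 samples. With the fat score as a covariate the medians fell to 0.11 and 0.06, and camera called the first list (limma camera, adjusted p = 9.23e-04) and not the second (limma camera, adjusted p = 0.132). In WT mice the lists were also higher on DR, by medians of 0.25 and 0.17 (limma camera, adjusted p = 1.51e-05 and 1.67e-04). Their scores in WT mice did not separate DR from AL either (exact permutation tests, p = 0.325 and p = 0.444), and with the fat score as a covariate camera called both lists (limma camera, adjusted p = 2.76e-06 and 0.00399).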

**FIGURE 3:**
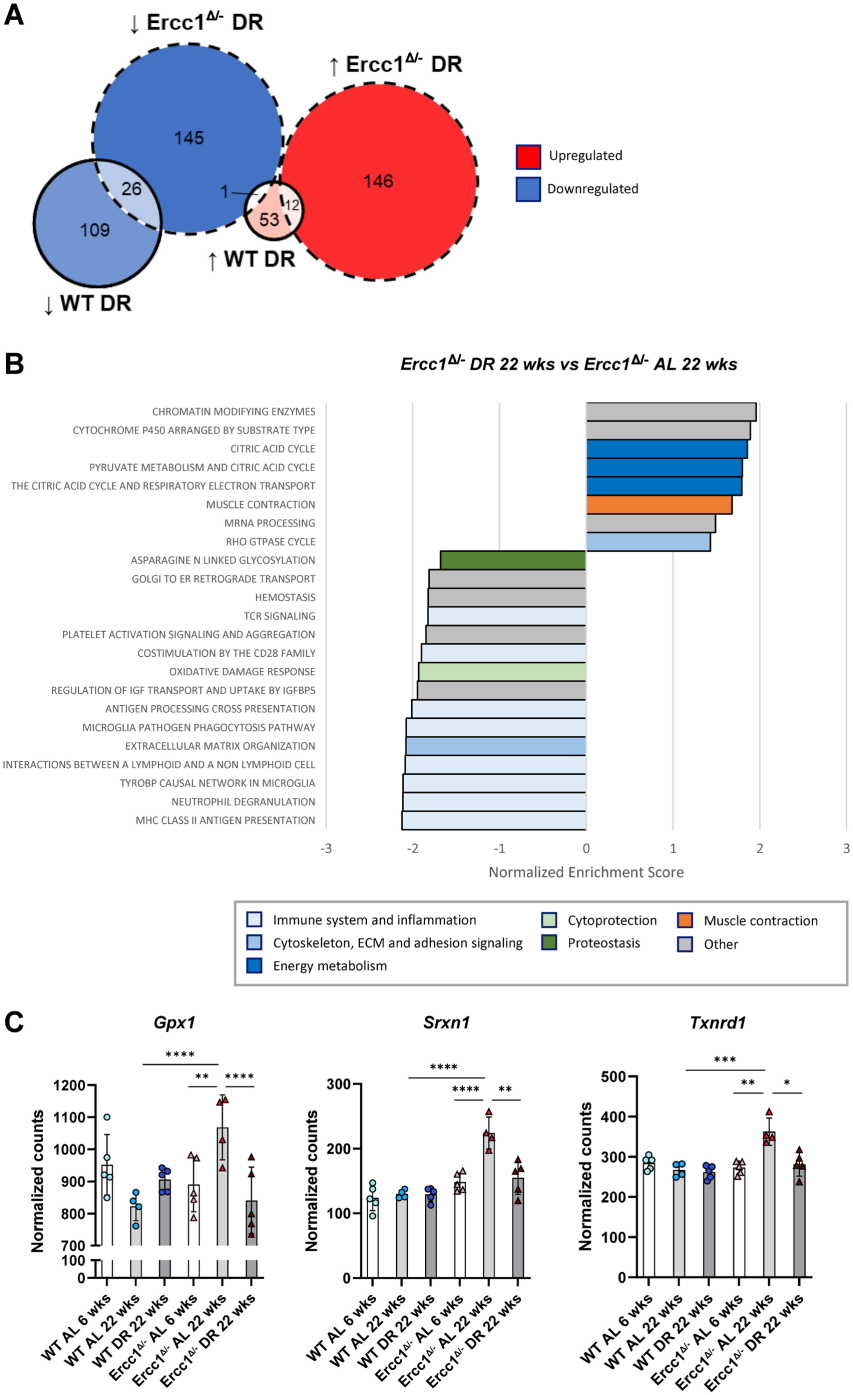
Dietary restriction affects the oxidative damage response, immune response and metabolism in the aorta of Ercc1 mutant mice. (A) Euler diagram showing the overlap between genes that are significantly differentially expressed in the *Ercc1* ^*Δ/−*^ aorta as an effect of DR (numbers within circle with dotted line) and genes that are significantly differentially expressed in the WT aorta as an effect of DR (numbers within circle with solid line). (B) The significantly enriched canonical pathways in the aortic arch of *Ercc1* ^*Δ/−*^ mice on DR compared to the aortic arch of AL‐fed *Ercc1* ^*Δ/−*^ mice. The bar coloring corresponds to the pathway categories described in the legend. (C) RNA expression of the genes *Gpx1*, *Sxrn1* and *Txnrd1* that encode antioxidant proteins. The normalized counts (mean ± SD) are plotted (*n* = 4–5 per group, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

To explore the effects of DR on accelerated aging in *Ercc1* ^*Δ/−*^ mice, we focused on significant DEGs in aging (22 weeks vs. 6 weeks, AL) that were also changed upon DR (DR vs. AL, 22 weeks) but switched directions (upregulated in aging but downregulated by DR, and vice‐versa). 

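In Ercc1Δ/− mice, 579 genes were DEGs with age (22 against 6 weeks, AL) and 202 on DR, and 47 were DEGs in both comparisons. Of these, 42 changed in opposite directions and 5 in the same direction, while 9.47 shared genes would arise by chance. Of the 42, 35 were higher with age and lower on DR, and 7 were lower with age and higher on DR. Both comparisons contain the same 4 AL-fed samples of 22 weeks with opposite sign, which by itself makes the effects run opposite. In 50 simulations in which the Ercc1Δ/− groups did not differ, the Spearman correlation of the 2 effects across genes was between -0.532 and -0.494 (median -0.511), whereas it was -0.31 in the data. When the 4 shared samples were split so that 2 served each comparison and none was shared, the 6 possible splits gave 5 to 10 switching genes and Spearman correlations of -0.107 to 0.0409. When the same 2 samples served both comparisons, 5 to 21 genes switched, so that part of the fall came from the smaller number of samples. Of the 42 genes, 35 were also DEGs between genotypes on AL at 22 weeks and 19 were DEGs between genotypes on DR. Leaving out 1 sample at a time gave 18 to 54 switching genes, the lowest without AL-fed replicate 004, and the test against the 1.2-fold change gave 8.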

Among the 71 genes that switched direction, 52 were upregulated in aging but downregulated by DR, while 19 were downregulated in aging but upregulated by DR (Figure 4A). GSEA pathway analysis showed enrichment in pathways involved in ECM remodeling, oxidative damage response, and immune response (Figure 4B,C) further supporting that DR alleviates these processes in the *Ercc1* ^*Δ/−*^ aorta.

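The genes shown in Fig. 4C were chosen by the paper from these same samples, so their lists are not independent evidence. Extracellular matrix organization genes (71 tested) were lower with age in Ercc1Δ/− mice, by a median log2 fold change of -0.59, and lower again on DR, by a median of -0.16, with 46 genes lower (limma camera, adjusted p = 9.43e-06). Oxidative damage response genes (9) were higher with age by a median of 1.02 and lower on DR by -0.71 on the log2 scale (limma camera, adjusted p = 1.8e-07). Microglia pathogen phagocytosis genes (7) rose by a median of 1.02 with age, and their median on DR was -0.98 (limma camera, adjusted p = 1.03e-08). For the causal network in microglia (13) the medians were 0.88 and -0.47 (limma camera, adjusted p = 5.27e-08), for neutrophil degranulation (53) 0.66 and -0.32 (limma camera, adjusted p = 2.19e-11) and for antigen cross presentation (10) 0.62 and -0.48 (limma camera, adjusted p = 1.63e-10). All p-values here are those of the comparison of DR with AL in Ercc1Δ/− mice, and fry called each of the 6 lists. With an estimated correlation camera called 5 of them and not extracellular matrix organization (limma camera, adjusted p = 0.116). From the switching genes, the paper reasons that DR alleviates matrix remodeling, the oxidative damage response and the immune response in the Ercc1Δ/− aorta.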

**FIGURE 4:**
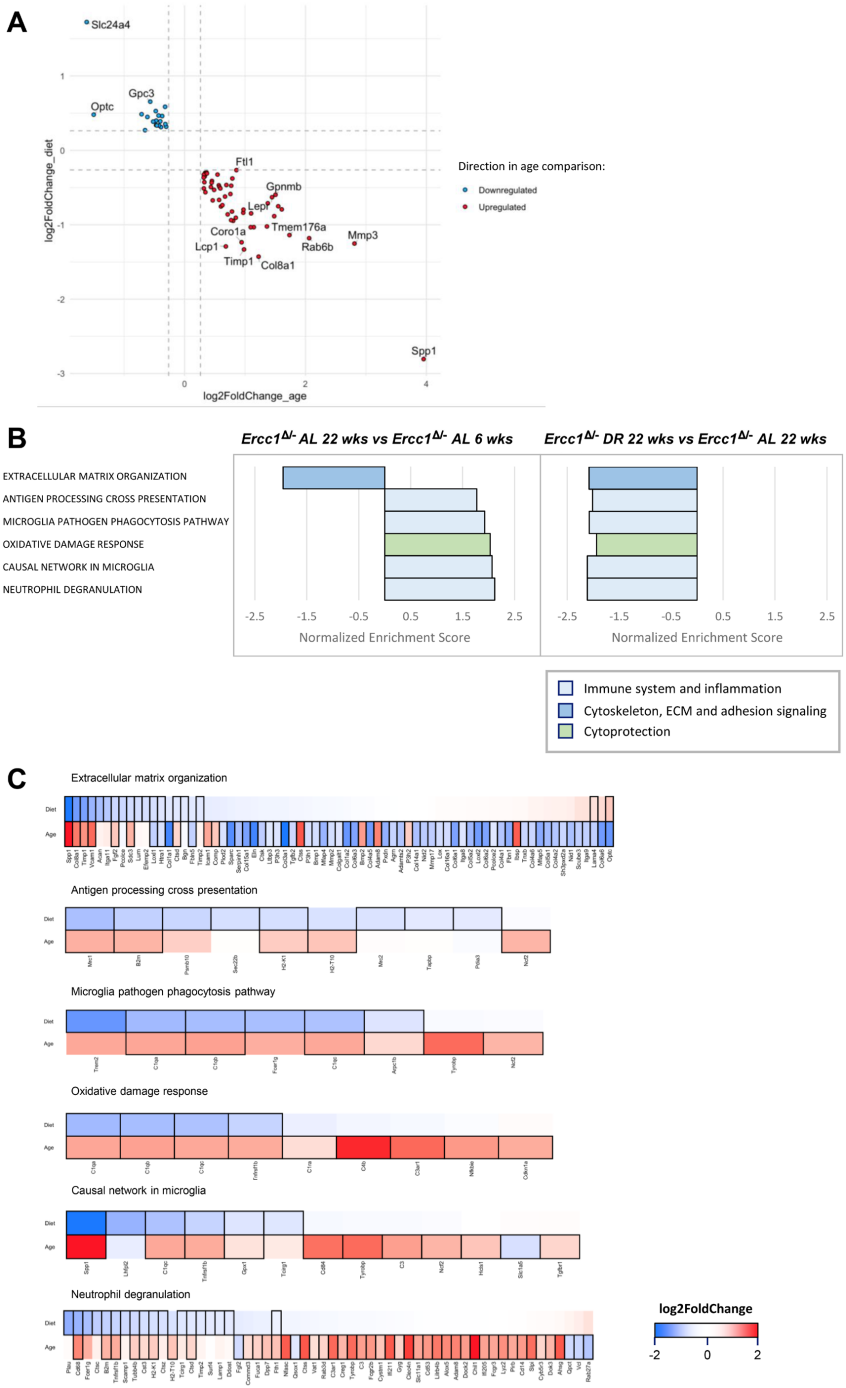
Genes that switch direction upon dietary restriction in the Ercc1 mutant mouse aorta. (A) Plot showing the log2FoldChange of genes that are significantly differentially expressed in the ‘age’ comparison (*x*‐axis, 22‐week‐old vs. 6‐week‐old AL‐fed *Ercc1* ^*Δ/−*^ aorta) and that switch direction (from upregulated to downregulated expression or vice versa) upon DR (y‐axis, DR vs. AL‐fed *Ercc1* ^*Δ/−*^ aorta). Genes that are significantly upregulated in the ‘age’ comparison are colored red and significantly downregulated genes are colored blue (adjusted *p*‐value ≤ 0.05, abs(log2FoldChange) ≥ 0.26 (log2(1.2))). (B) Canonical pathways detected by GSEA that are significantly enriched based on the set of switching genes presented in (A). (C) The genes that are changed in the canonical pathways resulting from the GSEA analyses presented in (B). The outlined squares are significant in that comparison (adjusted *p*‐value ≤ 0.05).

### 3.4 Dietary Restriction Reduces ECM Remodeling and MMP Activity in the Aorta of Ercc1^Δ^ ^/−^ Mice

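Mmp3 had 22.0 ± 3.31 normalized counts (SD, n = 5) in 6-week-old Ercc1Δ/− mice, and in 22-week-old Ercc1Δ/− mice 63.8 ± 16.8 (SD, n = 5) on DR, compared with 160 on AL. Its log2 fold change was 2.85 with age (standard error 0.21, edgeR adjusted p = 2.1e-08) and -1.36 on DR (standard error 0.22, edgeR adjusted p = 0.00139). Raw counts of Mmp3 on DR were 17 to 40 per sample. In WT mice it had 17.8 ± 8.68 normalized counts (SD, n = 5) at 6 weeks. Col8a1 (ENSMUSG00000068196, chromosome 16 of GRCm39, 57444621 to 57575100) had 98.3 ± 17.1 (SD, n = 5), 239 ± 11.8 (SD, n = 4) and 88.3 ± 20.0 (SD, n = 5) normalized counts at 6 weeks, at 22 weeks on AL and at 22 weeks on DR, with log2 fold changes of 1.28 with age (standard error 0.16, edgeR adjusted p = 2.51e-05) and -1.48 on DR (standard error 0.16, edgeR adjusted p = 1.79e-05). In AL-fed WT mice of 22 weeks it had 88.0 ± 12.5 (SD, n = 4), 120 in sample 003 and 94.4 with that sample. Timp1 (ENSMUSG00000001131, chromosome X, 20736316 to 20740976) had 74.8 ± 9.95 (SD, n = 5), 170 ± 44.8 (SD, n = 4) and 62.4 ± 24.3 (SD, n = 5) normalized counts in the same order, with log2 fold changes of 1.14 with age (standard error 0.30, edgeR adjusted p = 0.0363) and -1.41 on DR (standard error 0.21, edgeR adjusted p = 0.00107). The change of Timp1 with age was called in 2 of the 9 fits that left out 1 sample, with log2 fold changes from 0.96 to 1.32. In WT mice of 22 weeks Timp1 had 38.7 ± 6.76 normalized counts (SD, n = 4), 0 counts in sample 003 and 31.0 with it, where a count of 0 in its 400410 counts allows few conclusions. For each of the 3 genes every AL-fed sample of 22 weeks lay above every sample of 6 weeks and above every sample on DR (exact permutation tests, p = 0.00794, the smallest p possible).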

RNAseq data suggested increased ECM remodeling in the aging *Ercc1* ^*Δ/−*^ aorta, which is alleviated upon DR, underlined by the expression of *Mmp3*, *Col8a1*, and *Timp1* (Figure 5A). These genes were upregulated in the aging *Ercc1* ^*Δ/−*^ aorta and downregulated by DR. Immunoblot analysis showed that MMP3 protein levels were not elevated in AL‐fed *Ercc1* ^*Δ/−*^ mice (Figure S4). Furthermore, a trend of increased TIMP1 protein expression was observed in the *Ercc1* ^*Δ/−*^ aorta of AL‐fed mice, which seemed to be non‐significantly decreased by DR (Figure S4). The discrepancy between RNA and protein levels of these markers could be attributed to post‐transcriptional regulation, which is tightly controlled given the critical role of MMPs in physiological processes. To assess functionally relevant changes, we used the protease‐activatable MMPSense680 probe to measure enzymatic activity of MMPs. MMP activity was significantly higher in the *Ercc1* ^*Δ/−*^ aorta compared to WT, and DR significantly reduced this activity (Figure 5B,C). Furthermore, DR significantly decreased fragmentation of elastin fibers, which is one of the substrates of MMP12, in the *Ercc1* ^*Δ/−*^ aorta (Figure 1H). These results suggest that DR reduces ECM remodeling in the *Ercc1* ^*Δ/−*^ aorta.

**FIGURE 5:**
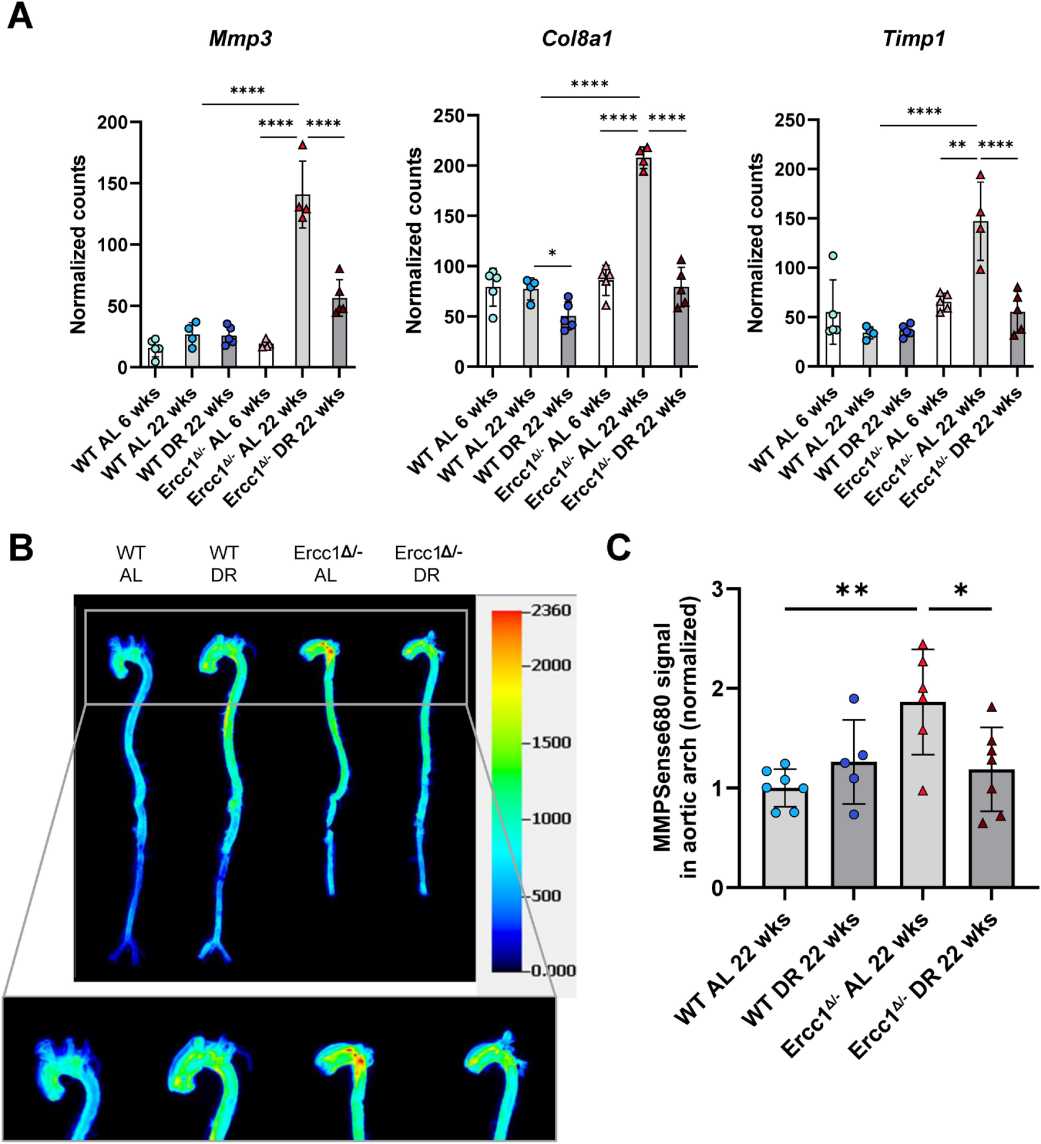
Dietary restriction alleviates ECM remodeling in the Ercc1 mutant mouse aorta. (A) RNA expression of the genes *Mmp3*, *Col8a1* and *Timp1* that encode proteins involved in ECM remodeling. The normalized counts (mean ± SD) are plotted (*n* = 4–5 per group, DEG analysis using DESeq2 *p < 0.05, **p < 0.01, ****p < 0.0001). (B) Representative ex vivo image of aortas from *Ercc1* ^*Δ/−*^ and WT mice on DR or AL diet, injected with MMPSense680. (C) The fluorescent signal indicative of MMP activity was measured in the aortic arch and normalized toward the signal from the WT AL samples in each individual group. The normalized fluorescent signal is plotted per mouse (mean ± SD, *n* = 5–7 per group, two‐way ANOVA, *p < 0.05, **p < 0.01).

### 3.5 Dietary Restriction Attenuates Immune Activation and VSMC Phenotype Switching in the Aorta of Ercc1^Δ^ ^/−^ Mice

As mentioned above, our RNAseq data suggests the presence of an immune response in the aging *Ercc1* ^*Δ/−*^ aorta, which is downregulated by DR. To further investigate this, an upstream regulator (UR) analysis was performed using IPA, which predicts whether a protein, gene, drug, or chemical is activated or inhibited based on the differential expression of downstream genes. For drugs or chemicals, which are not endogenously present, IPA bases its findings on the expression of genes that are known to be altered by the drug or chemical from experimental findings. This analysis revealed that immunostimulatory agents, including poly rl:rC‐RNA and lipopolysaccharide, were predicted to be activated in the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta compared to both the 6‐week‐old *Ercc1* ^*Δ/−*^ aorta and 22‐week‐old WT aorta (Figure S5). Conversely, these URs were predicted to be inhibited by DR specifically in the *Ercc1* ^*Δ/−*^ aorta, suggesting the presence of an immune response in the *Ercc1* ^*Δ/−*^ mouse aorta that may be alleviated by DR.

In response to stress or damage, contractile VSMCs can dedifferentiate and adapt their phenotype to address stressful conditions, such as high blood pressure or damage. One such phenotype is the macrophage‐like phenotype (Cao et al. 2022). These VSMCs acquire phagocytic properties and interact with both resident and non‐resident immune cells, which can trigger a chronic inflammatory state in the aortic wall and promote vascular aging (Sorokin et al. 2020). This macrophage‐like phenotype is characterized by the expression of marker genes *Vcam1*, *Cd68*, and *Lgals3/Mac2*. 

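Vcam1 (ENSMUSG00000027962, chromosome 3 of GRCm39, 115903598 to 115923355), Cd68 (ENSMUSG00000018774, chromosome 11, 69555037 to 69557067) and Lgals3 (ENSMUSG00000050335, chromosome 14, 47605208 to 47623624) were compared in AL-fed mice. Vcam1 had 1079 ± 125 normalized counts (SD, n = 4) in 22-week-old Ercc1Δ/− mice, 397 ± 118 (SD, n = 5) in 6-week-old Ercc1Δ/− mice and 313 ± 53.8 (SD, n = 4) in 22-week-old WT mice. Its log2 fold change was 1.41 with age (standard error 0.18, edgeR adjusted p = 9.18e-05) and 1.74 between genotypes (standard error 0.20, edgeR adjusted p = 1.96e-05). Cd68 had 122 ± 51.7 (SD, n = 4), 52.0 ± 15.1 (SD, n = 5) and 29.9 ± 5.45 (SD, n = 4) normalized counts, with log2 fold changes of 1.29 (standard error 0.25, edgeR adjusted p = 0.00304) and 2.09 (standard error 0.27, edgeR adjusted p = 2.99e-05). Lgals3 had 225 ± 45.04 (SD, n = 4), 74.4 ± 8.25 (SD, n = 5) and 61.2 ± 11.3 (SD, n = 4) normalized counts, with log2 fold changes of 1.60 (standard error 0.18, edgeR adjusted p = 3.92e-06) and 1.89 (standard error 0.19, edgeR adjusted p = 1.2e-06). Every 22-week-old Ercc1Δ/− sample lay above every sample of the other 2 groups for each gene (exact permutation tests, p = 0.00794 with age and p = 0.0286 between genotypes, the smallest possible). Sample 003, left out by the paper, had 310 normalized counts of Vcam1, 50.0 of Cd68 and 80 of Lgals3, and with it the WT means were 312.5, 33.95 and 64.9. The RNA came from the whole aortic arch, and 6 general macrophage markers, Ptprc, Adgre1, Csf1r, Itgam, Mrc1 and F13a1, were higher too, by a median log2 fold change of 1.33 between genotypes (exact permutation test, p = 0.0286).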

All three genes were upregulated in the *Ercc1* ^*Δ/−*^ aorta when compared between 22 and 6 weeks, as well as when compared to the WT aorta at 22 weeks (Figure 6A). Conversely, DR downregulated the expression of these genes in the *Ercc1* ^*Δ/−*^ aorta (Figure 6A). 

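On DR, Vcam1 had 507 ± 100 normalized counts (SD, n = 5) in Ercc1Δ/− mice, a log2 fold change of -1.09 from AL (standard error 0.17, edgeR adjusted p = 0.00493). Cd68 had 50.3 ± 18.0 (SD, n = 5), a log2 fold change of -1.22 (standard error 0.24, edgeR adjusted p = 0.00964). Lgals3 had 127 ± 33.2 (SD, n = 5), a log2 fold change of -0.85 (standard error 0.18, edgeR adjusted p = 0.0128). Every sample on DR lay below every AL-fed sample for Vcam1 and Cd68 (exact permutation tests, p = 0.00794) and for Lgals3 (exact permutation test, p = 0.0159). The fits that each left out 1 sample kept Vcam1 past the threshold in 9 of 9, Cd68 in 8 of 9 and Lgals3 in 7 of 9, and Lgals3 fell short without AL-fed replicate 004 or 026. In WT mice Lgals3 rose on DR, from 61.2 to 119 ± 23.1 normalized counts (SD, n = 5), a log2 fold change of 0.99 (standard error 0.17, edgeR adjusted p = 0.00291). The 6 macrophage markers Ptprc, Adgre1, Csf1r, Itgam, Mrc1 and F13a1 had a median log2 fold change of -0.57 on DR in Ercc1Δ/− mice (exact permutation test, p = 0.175 over all samples and p = 0.0286 without replicate 016).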

Immunoblot analysis confirmed increased expression of VCAM1 protein in the *Ercc1* ^*Δ/−*^ aorta compared to the WT aorta in AL‐fed mice (Figure 6B). DR resulted in a non‐significant trend toward decreased VCAM1 protein expression in the *Ercc1* ^*Δ/−*^ aorta (*p* = 0.1) (Figure 6B). Unlike our RNAseq findings, no decrease in MAC2 protein expression was observed upon DR in the *Ercc1* ^*Δ/−*^ aorta. To assess localization, immunohistochemical staining for VCAM1 and MAC2 was performed to identify cells positive for these markers (Figure 6C,D). Quantification of these stainings revealed a significantly increased number of VCAM1‐ and MAC2‐positive cells in the medial layer of the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta compared to the 22‐week‐old WT aorta in AL‐fed mice (Figure 6C,D). DR significantly reduced the number of MAC2‐positive cells in the *Ercc1* ^*Δ/−*^ aorta and, although not significant, also reduced the number of VCAM1‐positive cells. Staining for CD3, a marker for T‐cells, confirmed that these were not immune cells infiltrating the aortic wall (Figure S6). Collectively, these results indicate that DR reduces the phenotypic switch of VSMCs to a macrophage‐like phenotype in the *Ercc1* ^*Δ/−*^ aorta.

**FIGURE 6:**
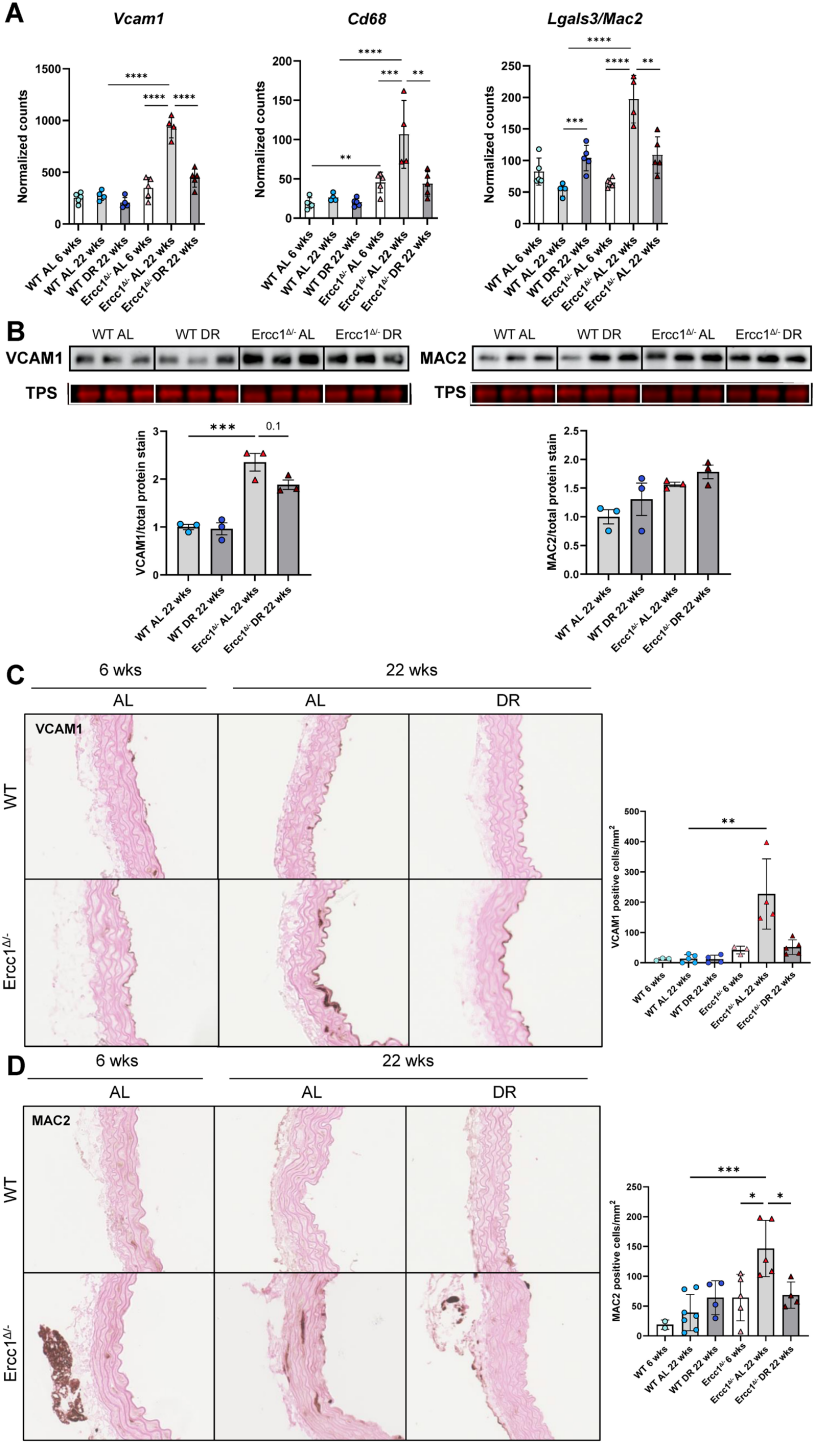
The presence of macrophage‐like VSMCs in the Ercc1 mutant mouse aorta is reduced by dietary restriction. (A) RNA expression of the genes *Vcam1*, *Cd68* and *Lgals3/Mac2* that encode markers for the macrophage‐like VSMC phenotype. The normalized counts (mean ± SD) are plotted (*n* = 4–5 per group, DEG analysis using DESeq2 **p < 0.01, ***p < 0.001, ****p < 0.0001). (B) Immunoblot showing VCAM1 and MAC2 protein expression in *Ercc1* ^*Δ/−*^ and WT mouse aorta. VCAM1 and MAC2 protein levels were corrected for total protein (Total Protein Stain). The average of 2 separate Western blots was plotted per mouse (mean ± SD, *n* = 3 per group, two‐way ANOVA, ***p < 0.001). (C) Representative images (left) and quantification (right) of immunohistochemical staining for VCAM1 on *Ercc1* ^*Δ/−*^ and WT mouse aortas. The number of VCAM1 positive cells corrected for aortic media surface area was plotted (mean ± SD, *n* = 3–5 per group, Kruskal–Wallis, **p < 0.01). (D) Representative images (left) and quantification (right) of immunohistochemical staining for MAC2 on *Ercc1* ^*Δ/−*^ and WT mouse aortas. The number of MAC2 positive cells corrected for aortic media surface area was plotted (mean ± SD, *n* = 2–6 per group, two‐way ANOVA, *p < 0.05, ***p < 0.001).

### 3.6 Activation of the cGAS‐STING Pathway by DNA Damage in Ercc1^Δ^ ^/−^ Aorta Is Mitigated by Dietary Restriction

Defects in DNA damage repair are frequently linked to activation of the cGAS‐STING pathway (Chatzidoukaki et al. 2021). This activation, in turn, causes downstream expression of type I interferons and pro‐inflammatory cytokines including IL‐6 and TNF, which can trigger a DNA‐driven immune response. We therefore investigated whether activation of the cGAS‐STING pathway could underlie the observed immune response in the *Ercc1* ^*Δ/−*^ aorta. UR analysis revealed predicted activation of a number of proteins involved in the cGAS‐STING pathway in the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta compared to the WT aorta in AL‐fed mice, such as interferon alpha, interferon beta, STING1, IRF7, and IRF3 (Figure 7A). Since STING1 is a key signal transducer in this pathway, we focused on its role. IPA generated mechanistic networks that connected URs to visualize how they might collaborate to induce the observed gene expression changes in our dataset. The mechanistic network for STING1 showed connections to several URs involved in the cGAS‐STING pathway, such as interferon beta, IRF3, IRF7, and NF‐κB, all of which were predicted to be activated (Figure 7B). Moreover, the canonical pathways downstream of cGAS‐STING, “*interferon signaling*” and “*IL‐6 signaling*” were both predicted to be activated (Figure 7C). Conversely, STING1 was predicted to be inhibited by DR in the aorta of *Ercc1* ^*Δ/−*^ mice (Figure 7D). 

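Upstream regulator predictions are not repeated here. A list of 41 tested type I interferon-stimulated genes was higher in AL-fed Ercc1Δ/− mice than in AL-fed WT mice of 22 weeks in every gene, by a median log2 fold change of 1.097 (limma camera, adjusted p = 3.33e-26). Of these genes 37 were DEGs, and 38 when adjusted over the list alone. The list score was 1.02 ± 0.18 (SD, n = 4) in Ercc1Δ/− mice and -0.31 ± 0.41 (SD, n = 4) in WT mice (exact permutation test, p = 0.0286, the smallest p possible). Fry and camera with an estimated correlation called the list too (limma camera, adjusted p = 0.0149).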

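On DR the same 41 type I interferon-stimulated genes were lower in 38 cases in Ercc1Δ/− mice, by a median log2 fold change of -0.36 (limma camera, adjusted p = 1.39e-09). None of them was a DEG (0 of 41), and 3 were when adjusted over the list alone. The list score fell by 0.602 from AL to DR (0.41 ± 0.44 (SD, n = 5) on DR, exact permutation test, p = 0.0476). Fry called the list (limma fry, adjusted p = 0.0286) and camera with an estimated correlation did not (limma camera, adjusted p = 0.205).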

The resulting mechanistic network again contained URs involved in the cGAS‐STING pathway such as IRF3 and NF‐κB, but in this comparison, they were predicted to be inhibited. Specifically, expression of the transcription factors *Irf7* and *Irf9*, which induce downstream expression of type I interferon genes, was significantly increased in the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta compared to the WT aorta in AL‐fed mice (Figure 7E). 

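Irf7 (ENSMUSG00000025498, chromosome 7 of GRCm39, 140842619 to 140846398) had 148 ± 23.4 normalized counts (SD, n = 4) in AL-fed Ercc1Δ/− mice of 22 weeks and 24.6 ± 12.2 (SD, n = 4) in AL-fed WT mice. Its log2 fold change was 2.60 (standard error 0.33, edgeR adjusted p = 4.65e-05), and raw counts were 52 to 171 in Ercc1Δ/− and 17 to 76 in WT samples. Irf9 (ENSMUSG00000002325, chromosome 14, 55841028 to 55847812) had 249 ± 18.5 (SD, n = 4) and 128 ± 27.0 (SD, n = 4) normalized counts, a log2 fold change of 0.89 (standard error 0.13, edgeR adjusted p = 9.58e-05). Every Ercc1Δ/− sample lay above every WT sample for both genes (exact permutation tests, p = 0.0286). WT replicate 018 had 169 normalized counts of Irf9, above 119 in the next sample. Sample 003, which the paper left out, had 20.0 normalized counts of Irf7 from 2 raw counts and 110 of Irf9 from 11, and with it the WT means were 23.7 and 124.7.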

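On DR, Irf7 had 67.97 ± 37.8 normalized counts (SD, n = 5) in Ercc1Δ/− mice, a log2 fold change of -0.96 from AL (standard error 0.32, edgeR adjusted p = 0.144), short of the threshold, and the ranges of DR and AL overlapped (exact permutation test, p = 0.0238). In the DESeq2 fit its log2 fold change of -1.11 passed the threshold (DESeq2 adjusted p = 0.0385). None of the 9 edgeR fits that left out 1 sample passed it, with log2 fold changes of -1.31 to -0.82. Irf9 had 203.9 ± 82.0 normalized counts (SD, n = 5), a log2 fold change of -0.20 (standard error 0.18, edgeR adjusted p = 0.675, exact permutation test, p = 0.333). In WT mice the log2 fold change of Irf7 on DR was -0.77 (standard error 0.39, edgeR adjusted p = 0.432), and the genotype by diet interaction of Irf7 was -0.20 (edgeR adjusted p = 0.96).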

DR reduced expression of these genes in the *Ercc1* ^*Δ/−*^ aorta, which was significant for *Irf7*. These findings suggest that the cGAS‐STING pathway is activated in the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta and that DR inhibits this pathway. 

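Sting1 (ENSMUSG00000024349, chromosome 18 of GRCm39, 35866732 to 35873607) had 39.7 ± 11.1 normalized counts (SD, n = 4) in AL-fed Ercc1Δ/− mice of 22 weeks, 22.5 ± 10.3 (SD, n = 4) in AL-fed WT mice and 24.1 ± 6.86 (SD, n = 5) in Ercc1Δ/− mice on DR. The log2 fold change was 0.70 between genotypes (standard error 0.30, edgeR adjusted p = 0.137, exact permutation test, p = 0.114) and -0.64 on DR (standard error 0.31, edgeR adjusted p = 0.336, exact permutation test, p = 0.0556), so that neither change was detectable past the threshold with 8 to 68 raw counts per sample. Sample 003 had 70.0 normalized counts of Sting1 from 7 raw counts. Cgas (ENSMUSG00000032344, chromosome 9, 78337802 to 78350535) had at most 19 raw counts in a sample and was not tested. It had 11.0 ± 6.00 normalized counts (SD, n = 4) in AL-fed Ercc1Δ/− mice, with 20.0 in replicate 005, and 6.46 ± 1.85 (SD, n = 4) in AL-fed WT mice. A list of 20 tested cGAS-STING pathway members had 13 genes higher in Ercc1Δ/− mice and a median log2 fold change of 0.11, which camera did not call (limma camera, adjusted p = 0.0727) and fry did (limma fry, adjusted p = 0.00703), and 4 of its genes were DEGs, as when adjusted over the list alone. On DR its median was -0.04 (limma camera, adjusted p = 0.492) with 1 DEG. The list score was 0.22 ± 0.09 (SD, n = 4) in AL-fed Ercc1Δ/− mice, -0.08 ± 0.10 (SD, n = 4) in AL-fed WT mice (exact permutation test, p = 0.0286) and 0.10 ± 0.05 (SD, n = 5) in Ercc1Δ/− mice on DR (exact permutation test, p = 0.0238). From the predicted upstream regulators and the expression of Irf7 and Irf9, the paper proposes that the cGAS-STING pathway is activated in the 22-week-old Ercc1Δ/− aorta and inhibited by DR.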

Immunoblot analysis confirmed significantly increased expression of STING1 protein in the 22‐week‐old *Ercc1* ^*Δ/−*^ mouse aorta compared to the WT aorta, with a trend toward decreased STING1 protein in the *Ercc1* ^*Δ/−*^ aorta following DR (*p* = 0.07) (Figure 8A).

**FIGURE 7:**
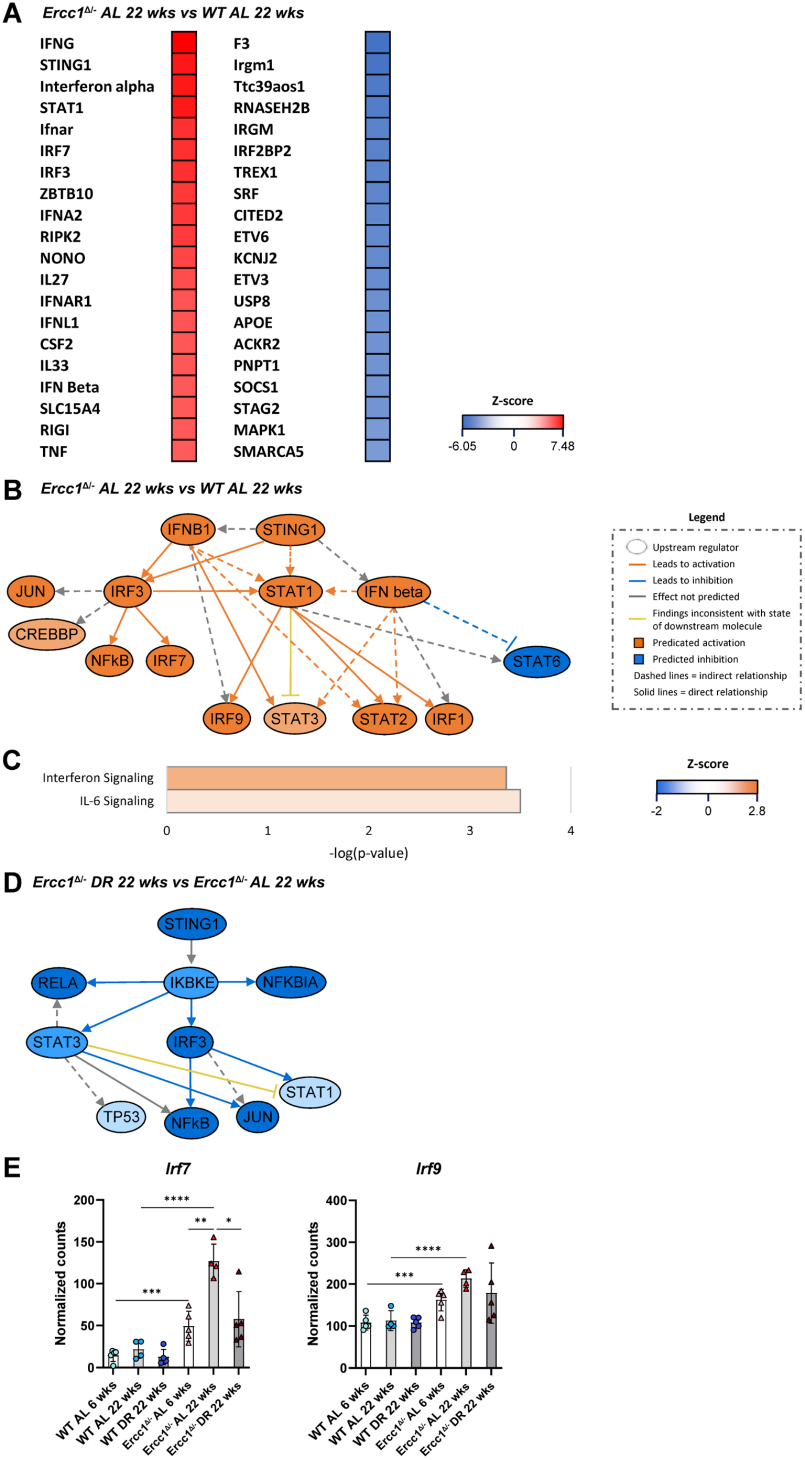
RNAseq data suggests activation of the cGAS‐STING pathway in the Ercc1 mutant mouse aorta and inhibition of this pathway by dietary restriction. (A) The top 20 activated and top 20 inhibited upstream regulators (proteins and genes) in the 22‐week‐old *Ercc1* ^*Δ/−*^ mouse aorta compared to WT aorta of AL‐fed mice. (B) Mechanistic network of upstream regulator STING1 based on the DEGs in the 22‐week‐old *Ercc1* ^*Δ/−*^ mouse aorta compared to WT aorta of AL‐fed mice. (C) IPA analysis of the canonical pathways *interferon signaling* and *IL‐6 signaling* in the 22‐week‐old *Ercc1* ^*Δ/−*^ mouse aorta compared to WT aorta of AL‐fed mice. (D) Mechanistic network of upstream regulator STING1 based on the DEGs in the *Ercc1* ^*Δ/−*^ aorta of mice on DR compared to mice on AL diet. (E) RNA expression of the genes *Irf7* and *Irf9* that encode transcription factors downstream of the cGAS‐STING pathway. The normalized counts (mean ± SD) are plotted (*n* = 4–5 per group, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

**FIGURE 8:**
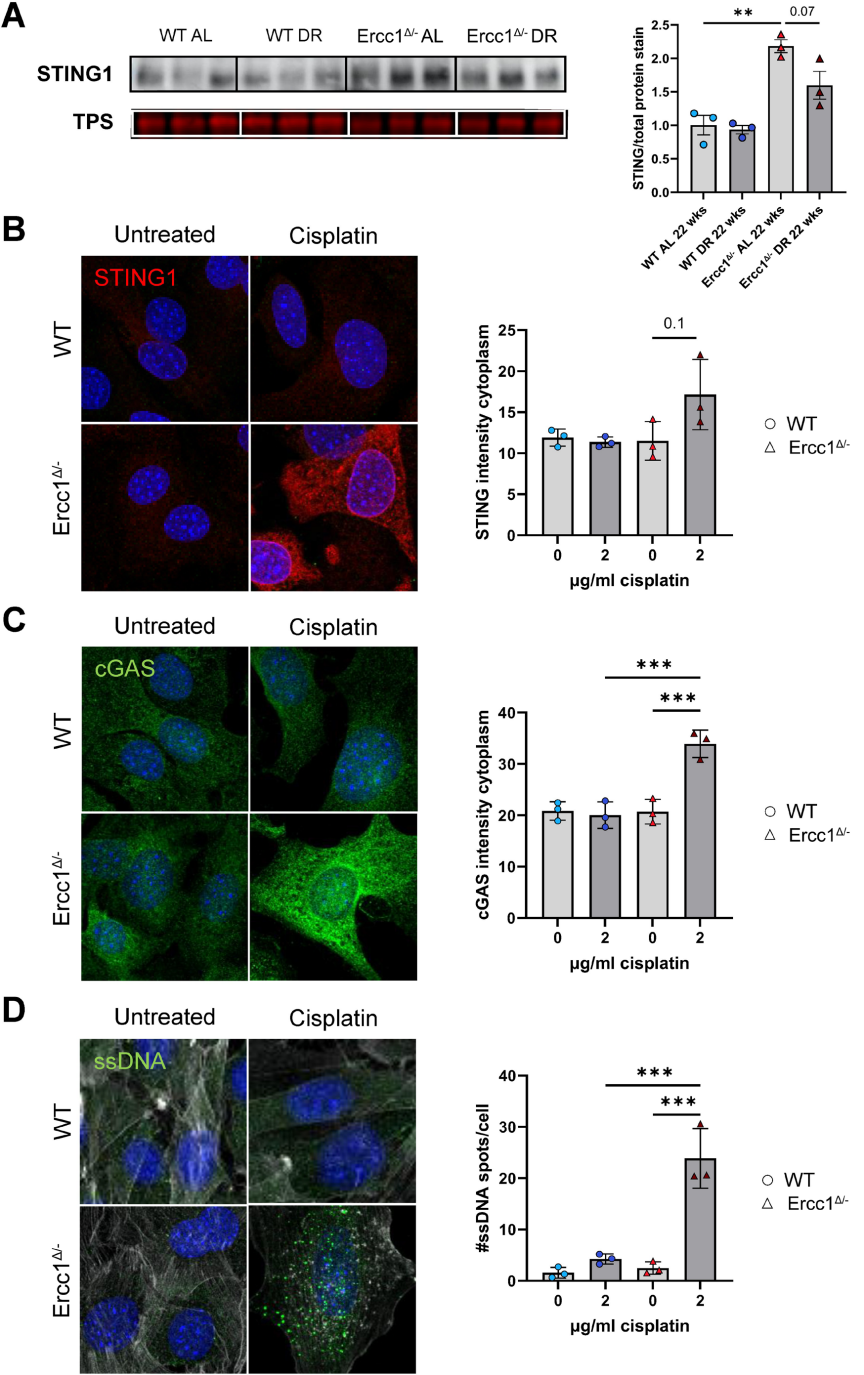
Increased expression of STING1 in the Ercc1 mutant mouse aorta and cisplatin‐induced activation of cGAS‐STING in Ercc1 mutant VSMCs. (A) Immunoblot showing STING1 protein expression in *Ercc1* ^*Δ/−*^ and WT mouse aorta. STING1 protein levels were corrected for total protein (Total Protein Stain). The average of 2 separate Western blots was plotted per mouse (mean ± SD, *n* = 3 per group, two‐way ANOVA, **p < 0.01). (B) Representative images (left) and quantification (right) of immunofluorescent staining for STING1 protein on *Ercc1* ^*Δ/−*^ and WT VSMCs with 0 or 2 μg/mL cisplatin treatment for 48 h. The average value of the STING1 intensity in the cytoplasm was plotted per cell line (mean ± SD, *n* = 3 per group, two‐way ANOVA). (C) Representative images (left) and quantification (right) of immunofluorescent staining for cGAS protein on *Ercc1* ^*Δ/−*^ and WT VSMCs with 0 or 2 μg/mL cisplatin treatment for 48 h. The average value of the cGAS intensity in the cytoplasm was plotted per cell line (mean ± SD, *n* = 3 per group, two‐way ANOVA, ***p < 0.001). (D) Representative images (left) and quantification (right) of immunofluorescent staining for ssDNA on *Ercc1* ^*Δ/−*^ and WT VSMCs with 0 or 2 μg/mL cisplatin treatment for 48 h. The average number of ssDNA spots per cell was plotted per cell line (mean ± SD, *n* = 3 per group, two‐way ANOVA, ***p < 0.001).

Next, we validated in vitro that impaired DNA damage repair could cause activation of the cGAS‐STING pathway. UR analysis focused on drugs and chemicals and identified gene expression changes typically induced by cisplatin, a drug that causes DNA damage by forming intrastrand and interstrand DNA cross‐links, in the 22‐week‐old *Ercc1* ^*Δ/−*^ aorta of AL‐fed mice (Rocha et al. 2018) (Figure S5). These gene expression changes were reversed by DR in the *Ercc1* ^*Δ/−*^ aorta (Figure S5). The DNA damage induced by cisplatin is typically repaired by nucleotide excision repair and interstrand crosslink repair (Rocha et al. 2018), which are impaired in *Ercc1* ^*Δ/−*^ mice. These results suggest that DNA damage accumulation in the *Ercc1* ^*Δ/−*^ aorta with aging may cause cGAS‐STING activation, which can be reduced by DR. Therefore, we investigated whether cisplatin‐induced DNA damage could activate the cGAS‐STING pathway in *Ercc1* ^*Δ/−*^ VSMCs in vitro. After isolating VSMCs from mouse aorta, immunohistochemical staining for MYH11 and αSMA confirmed the VSMC phenotype (Figure S7). Treatment of VSMCs with 2 μg/mL cisplatin for 48 h resulted in a trend toward increased STING1 staining intensity (*p* = 0.1) in *Ercc1* ^*Δ/−*^ VSMCs, but not in WT VSMCs (Figure 8B). Consistently, cisplatin treatment induced a significant increase in cGAS staining intensity in the cytoplasm of *Ercc1* ^*Δ/−*^ VSMCs, but not in WT VSMCs (Figure 8C). Furthermore, cisplatin treatment induced the release of single‐stranded DNA (ssDNA) fragments into the cytoplasm of *Ercc1* ^*Δ/−*^ VSMCs (Figure 8D). Quantification showed a significant increase in the average number of ssDNA spots per cell following cisplatin treatment in *Ercc1* ^*Δ/−*^ VSMCs, but not in WT VSMCs (Figure 8D). These results suggest that cisplatin‐induced DNA damage, which cannot be adequately repaired by ERCC1‐deficient VSMCs, leads to the release of ssDNA fragments into the cytoplasm, which subsequently activates the cGAS‐STING pathway.

### 3.7 Upstream Regulator Analysis Identifies Potential DR Mimetics

Despite its therapeutic potential, DR has several limitations that make its clinical application challenging, including difficulties with adherence, potential impacts on quality of life, and adverse effects such as reduced bone and muscle mass. Therefore, our objective was to identify compounds that could mimic the beneficial effects of DR. To achieve this, we conducted an UR analysis focused on drugs and chemicals predicted to be activated by DR in the *Ercc1* ^*Δ/−*^ aorta. This analysis is based on the differential expression of genes in our dataset that, according to the literature, are affected by these compounds. Interestingly, this revealed predicted activation of sirolimus (rapamycin) and resveratrol, which are both known DR mimetics (Figure S8). Rapamycin is an inhibitor of the mTOR pathway and increases maximum lifespan in invertebrates and mice. More specifically, rapamycin treatment reverses age‐related vascular dysfunction and oxidative stress in naturally aged mice (Lesniewski et al. 2017). Resveratrol is a polyphenolic compound and has potential antioxidant and anti‐inflammatory activity. Resveratrol supplementation reduces atherosclerotic lesion size and promotes lipid metabolism in *ApoE* ^*−/−*^ mice (Cheng et al. 2023). These previous findings suggested that these compounds, at least in part, mimic the beneficial effects of DR and have the potential to alleviate vascular aging. Furthermore, losartan, an Angiotensin II type 1 receptor inhibitor, was predicted to be activated. Inhibition of the renin‐angiotensin system increases survival and prevents age‐associated diseases in mice (de Cavanagh et al. 2011). Interestingly, losartan has already shown potential as a therapy for vascular aging in the clinic as it reduces aortic stiffness in patients with age‐related hypertension (Zhang et al. 2018). UR analysis also showed predicted activation of two peroxisome proliferator‐activated receptor (PPAR) agonists: pirinixic acid and troglitazone. Through their anti‐inflammatory, anti‐atherogenic, and antioxidant effects, activation of PPARs protects against the vascular complications of hypertension, atherosclerosis, and myocardial infarction in animal models of metabolic diseases (Cheang et al. 2015). Thus, UR analysis identified compounds that may mimic the therapeutic effect of DR in the *Ercc1* ^*Δ/−*^ aorta, as suggested by previous studies in animal models and patients. Notably, the analysis also predicted activation of the MAC2 inhibitor TD139, which is relevant given that MAC2 is a marker for the macrophage‐like VSMC phenotype, and our results suggested that DR reversed the switch to this phenotype in the *Ercc1* ^*Δ/−*^ aorta. Thus, this UR analysis identified several potential pharmacological alternatives to DR that could mitigate vascular aging.

## 4 Discussion

Aging is a major risk factor in the development of CVDs, which are currently the leading cause of death globally. Therefore, there is a need for improved therapeutic interventions that could delay or possibly prevent cardiovascular aging. In this study, we aimed to identify the molecular mechanisms that underlie cardiovascular aging in DNA repair deficient *Ercc1* ^*Δ/−*^ mice as well as factors that drive the possible therapeutic effect of DR in the aorta. To gain more insight into these mechanisms, we performed bulk mRNA sequencing on aortas of *Ercc1* ^*Δ/−*^ mice that had either been subjected to an AL diet or 30% DR.

RNA sequencing data of the *Ercc1* ^*Δ/−*^ aorta reflected previous findings in other tissues of *Ercc1* ^*Δ/−*^ mice and also identified the increased expression of pathways and genes involved in oxidative stress response, immune response, and downregulation of the IGF‐1 pathway (Karakasilioti et al. 2013; Chatzidoukaki et al. 2021; Schermer et al. 2013; Niedernhofer et al. 2006; Schumacher et al. 2008). This suggests that Ercc1 deficiency has similar effects in the aorta as in tissues with completely different structures and functions such as the liver and kidney, underlining the systemic nature of the aging phenotype in this model. A novel finding specific to the aorta is the phenotypic switch of VSMCs to a macrophage‐like phenotype in the aortic wall of *Ercc1* ^*Δ/−*^ mice. As previously mentioned, macrophage‐like VSMCs acquire phagocytic properties and engage in interactions with (non)resident immune cells, which can trigger a chronic inflammatory state in the aortic wall (Sorokin et al. 2020). Macrophage‐like VSMCs promote inflammation by expressing cytokines such as IL‐1β, IL‐8, IL‐6, and CCL2 and adhesion molecules including VCAM‐1 and ICAM‐1 (Orr et al. 2010). In atherosclerosis, oxLDL and cholesterol are the main metabolic factors that contribute to the differentiation of VSMCs into the macrophage‐like phenotype (Rong et al. 2003). *Ercc1* ^*Δ/−*^ mice do exhibit changes in metabolism but do not develop atherosclerosis. However, our current findings, as well as data from previous studies, suggest that a deficiency in DNA repair could also contribute to this phenotypic switch (Sakai et al. 2023; Skarpengland et al. 2016). In a study with Ku80‐deficient atherosclerotic *ApoE* ^*−/−*^ mice, DNA double‐strand breaks were shown to play a causative role in the induction of a pro‐inflammatory response that precedes the onset of atherosclerosis (Sakai et al. 2023). Furthermore, deficiency of the DNA glycosylase NEIL3, which functions in the repair of oxidized DNA bases, aggravated atherosclerotic plaque development in *ApoE* ^*−/−*^ mice (Skarpengland et al. 2016). More specifically, mice with a smooth muscle cell‐specific knockout of *Ercc1* show elevated plasma levels of the pro‐inflammatory marker IL‐6 (Ataei Ataabadi et al. 2021).

The cGAS‐STING pathway plays an important role in the induction of inflammation in response to DNA damage. The presence of cytosolic DNA as a result of DNA damage is recognized by cGAS as a danger‐associated molecular pattern (DAMP), which subsequently activates STING on the endoplasmic reticulum (ER). Next, STING activates transcription factors that induce downstream expression of type I IFNs and other cytokines such as IL‐6, eliciting an inflammatory response. Activation of the cGAS‐STING pathway has been associated with a number of CVDs, including atherosclerosis, aortic aneurysms, myocardial infarction, and hypertension (An et al. 2024). Additionally, cGAS‐STING activation was linked to phenotypic switching of VSMCs to an inflammatory phenotype in patients with aortic aneurysm and dissection (Abhijit et al. 2023). Independent studies on ERCC1‐deficient non‐small cell lung cancer cells, pancreatic cells, and tissue‐resident microglia have demonstrated that ERCC1 loss leads to an accumulation of cytoplasmic DNA fragments (Chatzidoukaki et al. 2021; Chabanon et al. 2019; Arvanitaki et al. 2024). Our findings provide evidence that this mechanism also occurs in the *Ercc1* ^*Δ/−*^ aorta, as we observe increased expression and predicted activation of cGAS‐STING pathway factors, including STING1, IRF7, and IRF9, along with the presence of cytoplasmic ssDNA, which may contribute to driving this activation. The formation of R‐loops caused by the accumulation of irreparable DNA lesions can trigger the release of cytoplasmic ssDNAs, resulting in cGAS‐STING activation. Previous research reveals the accumulation of cytoplasmic ssDNA caused by R‐loop formation in *Ercc1* ^*−/−*^ pancreas and cells, stimulating a pro‐inflammatory response (Chatzidoukaki et al. 2021). XPF, which forms a heterodimer with ERCC1 to form the active nuclease, is recruited at R‐loop sites and is suggested to be involved in the processing of R‐loops. Thus, ineffective or alternative R‐loop repair caused by Ercc1 deficiency could trigger the release of DNA into the cytoplasm, subsequently resulting in cGAS‐STING activation and the induction of an inflammatory response in the *Ercc1* ^*Δ/−*^ aorta. Moreover, genome‐wide, gene‐length‐dependent transcription stress resulting from the accumulation of transcription‐blocking DNA damage could play a key role here. Previous research shows that there is a significant bias toward the expression of short genes compared to long genes in the liver of *Ercc1* ^*Δ/−*^ mice at 11 weeks of age, supporting genome‐wide accumulation of transcription‐stalling lesions (Vermeij et al. 2016). Besides these findings in DNA‐repair‐deficient mice, gene‐length‐dependent transcription stress is found upon normal aging in many organs and tissues in humans and numerous other species (Soheili‐Nezhad et al. 2024; Gyenis et al. 2023). This universal aging phenomenon is associated with increased R‐loop formation and transcription stress could thereby also promote cGAS‐STING pathway activation (Tresini et al. 2015; Crossley et al. 2019; Zhang et al. 2024).

Additionally, alterations in blood pressure, which affect local hemodynamics and the mechanical load on the aortic wall, and remodeling of the ECM can induce pro‐inflammatory gene expression in VSMCs (Orr et al. 2009; Lehoux et al. 2006). Previous research shows that *Ercc1* ^*Δ/−*^ mice have elevated blood pressure and display increased vascular stiffness (Durik et al. 2012). Moreover, increased ECM remodeling is observed in the *Ercc1* ^*Δ/−*^ aortic wall evidenced by increased MMP activity, elastin fragmentation, and proteoglycan deposition (van der Linden et al. 2024). Thus, these factors could also contribute to increased pro‐inflammatory gene expression and drive the switching of VSMCs to the macrophage‐like phenotype in the *Ercc1* ^*Δ/−*^ aorta. Furthermore, systemic inflammatory factors may further promote this phenotypic switch. Ercc1 deficiency triggers a pro‐inflammatory immune response in adipose tissue, the kidney, and the pancreas (Karakasilioti et al. 2013; Chatzidoukaki et al. 2021; Schermer et al. 2013) and deficiency of Ercc1 exclusively in the immune system causes the premature onset of immunosenescence (Yousefzadeh et al. 2021). This raises the question of whether the phenotypic switching of VSMCs in *Ercc1* ^*Δ/−*^ mice is driven primarily by DNA damage within VSMCs or by systemic factors. Research on endothelial cell‐specific (EC‐KO) and smooth muscle cell‐specific (SMC‐KO) ERCC1 knockout mice has confirmed cell type‐specific contributions to the vascular aging process, with both models displaying increased aortic stiffness and impaired vasodilation (Ataei Ataabadi et al. 2021; Bautista‐Niño et al. 2020). Notably, SMC‐KO mice also exhibited elevated plasma cytokine levels. These findings indicate that ERCC1 deficiency in either ECs or SMCs is sufficient to induce vascular dysfunction, which is indicative of VSMC phenotypic switching. Further research is needed to confirm a direct link between ERCC1 deficiency and phenotypic switching in VSMCs, which could be explored by further investigation of the SMC‐KO model or studying the effects of DNA damage on the phenotype of ERCC1‐deficient VSMCs in vitro.

DR has been shown to effectively delay the process of aging and increase life expectancy in animals as well as in humans. More specifically, DR attenuates multiple characteristics of cardiovascular aging, including oxidative stress, vascular inflammation, endothelial dysfunction, and vascular stiffness (Weiss and Fontana 2011). The accumulation of DNA damage is suggested to be an important driver in the process of cardiovascular aging, which is evidenced by the fact that DNA‐repair‐deficient *Ercc1* ^*Δ/−*^ mice portray multiple characteristics of cardiovascular aging (van der Linden et al. 2024). DR has previously shown promising results in *Ercc1* ^*Δ/−*^ mice, delaying characteristics of aging including disturbed motor function, neurodegeneration, and osteoporosis, and drastically extending their lifespan (Durik et al. 2012). We now show that DR also functionally and structurally improves cardiovascular health in *Ercc1* ^*Δ/−*^ mice. Besides improving cardiac function in vivo, by increasing left ventricle stroke volume, our results demonstrate that DR alleviates aspects of vascular aging in the *Ercc1* ^*Δ/−*^ aorta, including ECM remodeling, oxidative stress, and inflammation. Notably, DR also decreases the expression of markers for the macrophage‐like VSMC phenotype, which possibly contributes to an inflammatory response in the *Ercc1* ^*Δ/−*^ aortic wall. Additionally, we show that DR decreased STING1 expression in the *Ercc1* ^*Δ/−*^ aorta, which might be causative in the induction of the macrophage‐like VSMC phenotype. DR is suggested to preserve genomic function by alleviating endogenously generated DNA damage and thereby reducing genome‐wide transcription stress, which would subsequently result in less activation of the cGAS‐STING pathway and thereby attenuate the inflammatory response in the *Ercc1* ^*Δ/−*^ aorta (Vermeij et al. 2016; Heydari et al. 2007). At this stage, it remains unclear whether DR directly modulates the identified vascular aging processes or if the observed changes result from broader systemic effects. To distinguish between cell‐intrinsic and systemic effects, vessel‐on‐a‐chip models or in vitro studies using VSMCs could be valuable tools.

Given the challenges of implementing DR as a therapeutic strategy for vascular aging, we explored alternative compounds that could mimic its beneficial effect on the aorta. Our RNAseq analysis identified rapamycin and resveratrol, both known DR mimetics with therapeutic potential for CVD. Furthermore, losartan and PPAR agonists pirixinic acid and troglitazone were identified as possible therapeutic compounds. Although these compounds show therapeutic potential, they are yet to be tested in the context of vascular aging induced by DNA repair deficiency. Notably, UR analysis also identified TD139, a MAC2 inhibitor shown to suppress NLRP3 inflammasome activation in macrophages and exert anti‐atherogenic effects in *ApoE* ^*−/−*^ mice (Li et al. 2021). This suggests that TD139 may counteract the DNA damage‐induced immune response that accelerates vascular aging in the *Ercc1* ^*Δ/−*^ aorta. In conclusion, besides the beneficial effect on longevity and general health span, DR also positively affects cardiovascular health specifically. Future research is needed to evaluate the therapeutic potential of these compounds in vascular aging.

## Author Contributions

S.J.M.S., J.H.J.H., R.K., J.E., and I.P. conceptualized and designed the project. S.J.M.S. and N.V. isolated RNA from aorta tissue. J.M.H.‐G. and S.J.M.S. analyzed RNA sequencing data. S.J.M.S., J.L., and D.S. performed (immuno)histological analysis on the aorta. S.J.M.S. and M.B. performed in vitro experiments with VSMCs. J.L. and J.H.M.O. performed immunoblot analysis. N.V. and I.N.‐B. performed ultrasound measurements and N.V. and S.J.M.S. analyzed ultrasound data. R.M.C.B. and S.B. managed mouse work. Y.R. assisted with molecular imaging experiments. S.J.M.S., J.L., J.M.H.‐G., J.H.J.H., R.K., J.E., and I.P. wrote and edited the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Data S1.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE294678 (Edgar 2002).

# Supplementary material for: Dietary Restriction Mitigates Vascular Aging, Modulates the cGAS‐STING Pathway and Reverses Macrophage‐Like VSMC Phenotypes in Progeroid DNA‐Repair‐Deficient Ercc1Δ /− Mice
**Source:** Aging Cell. 2025 Apr 25;24(7):e70062. doi: 10.1111/acel.70062
**Supplement:** Supplementary file 1 — Data S1.

**Table 1. Number and sex of mice used in each experimental group for mRNA sequencing.**

|                                                                                               | 6 wks                                                                                   | 22 wks                                                                                  |                                                                                         |
|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|
|                                                                                               | 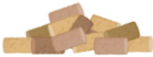<br>AL | 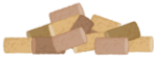<br>AL | <br>DR |
| 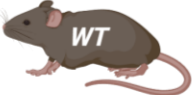 <b>WT</b>    | N = 5 (3M, 2F)                                                                          | N = 4 (3M, 1F)                                                                          | N = 5 (3M, 2F)                                                                          |
| 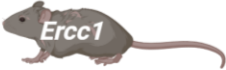 <b>Ercc1</b> | N = 5 (3M, 2F)                                                                          | N = 4 (2M, 2F)                                                                          | N = 5 (3M, 2F)                                                                          |

Table 2. Antibody conditions used in the indicated experiments.

| Method                       | Primary antibody | Product number | Company           | Dilution | Secondary antibody          | Company                | Dilution |
|------------------------------|------------------|----------------|-------------------|----------|-----------------------------|------------------------|----------|
| Immunohistochemical staining | Anti-MAC2        | CL8942AP       | Cedarlane         | 1:1500   | Biotinylated α-rat IgG      | DAKO                   | 1:200    |
|                              | Anti-VCAM1       | Ab134047       | Abcam             | 1:500    | Biotinylated α-rabbit IgG   | DAKO                   | 1:200    |
| Immunofluorescent staining   | Anti-STING       | 19851-1-AP     | Proteintech       | 1:500    | α-rabbit alexa 594          | Molecular Probes       | 1:1000   |
|                              | Anti-cGAS        | 26416-1-AP     | Proteintech       | 1:200    | α-rabbit alexa 488          | Molecular Probes       | 1:1000   |
|                              | Anti-ssDNA       | MAB3299        | Sigma-Aldrich     | 1:100    | α-mouse alexa 488           | Molecular Probes       | 1:1000   |
|                              | Anti-MYH11       | Ab82541        | Abcam             | 1:500    | α-rabbit alexa 594          | Molecular Probes       | 1:1000   |
|                              | Anti-αSMA        | Ab7818         | Abcam             | 1:750    | α-mouse alexa 488           | Molecular Probes       | 1:1000   |
| Western blot                 | Anti-VCAM1       | Ab134047       | Abcam             | 1:1000   | HRP-conjugated α-rabbit IgG | Biolegend              | 1:1000   |
|                              | Anti-MMP3        | Ab52915        | Abcam             | 1:500    | HRP-conjugated α-rabbit IgG | Biolegend              | 1:1000   |
|                              | Anti-MAC2        | CL8942AP       | Cedarlane         | 1:1000   | HRP-conjugated α-rat IgG    | DakoCytomation         | 1:1000   |
|                              | Anti-TIMP1       | MA5-13688      | Thermo Scientific | 1:1000   | HRP-conjugated α-mouse IgG  | Jackson Immunoresearch | 1:1000   |
|                              | Anti-STING       | 13647S         | Cell Signaling    | 1:500    | HRP-conjugated α-rabbit IgG | Biolegend              | 1:1000   |

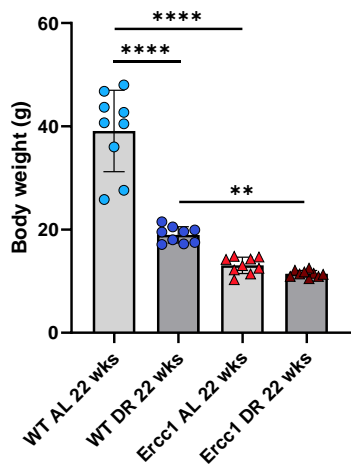

**Figure 1. Body weight of *Ercc1*<sup>Δ/-</sup> and WT mice on AL or DR at 22 weeks of age.** The mean ± SD is plotted (n = 9 per group, two-way ANOVA, \*\*p<0.01, \*\*\*\*p<0.0001).

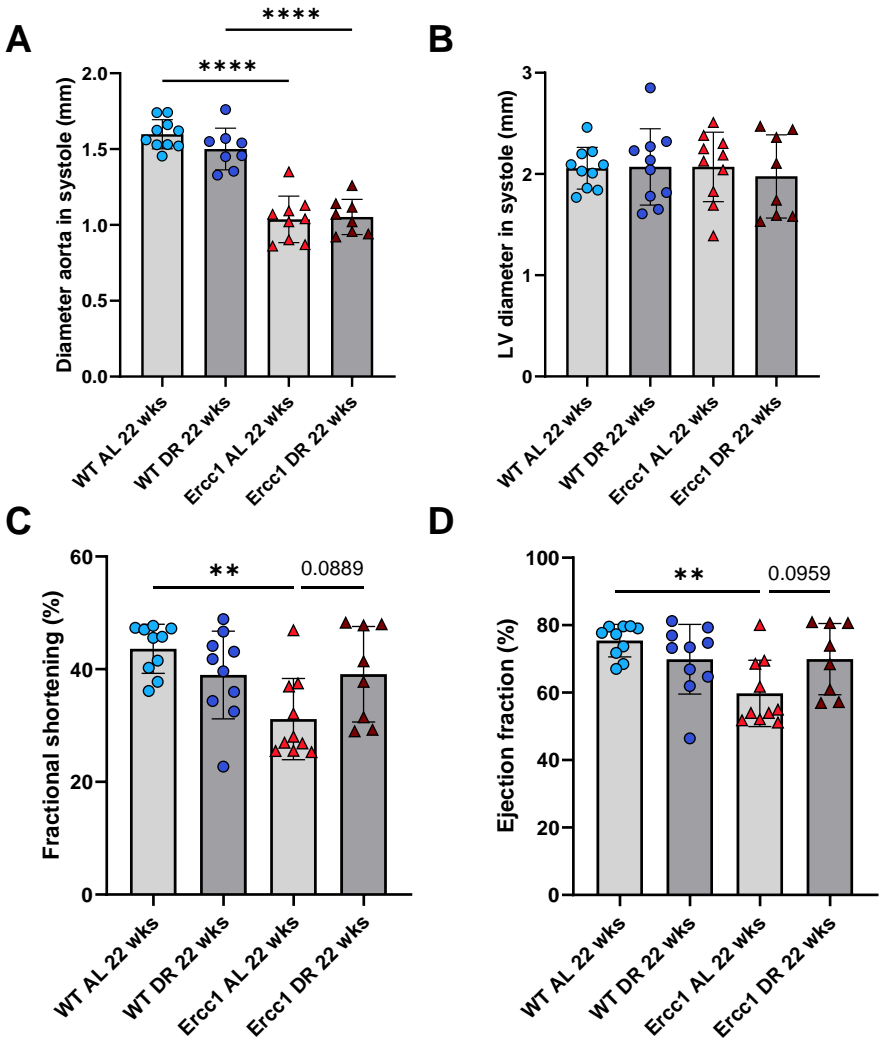

**Figure 2. (A)** Aorta diameter in systole and **(B)** LV diameter in diastole of *Ercc1*<sup>Δ/Δ</sup> and WT mice on AL or DR at 22 weeks of age. The average value of 3 individual measurements is plotted per mouse (mean ± SD, n = 8-10 per group, two-way ANOVA, \*\*\*\*p<0.0001). **(C)** Fractional shortening (the percentage change in the LV diameter between diastole and systole) and **(D)** ejection fraction (the percentage of blood that is pumped out of the LV with each cardiac cycle) derived from M-mode images of the left ventricle of *Ercc1*<sup>Δ/Δ</sup> and WT mice on AL or DR at 22 weeks of age. The average value of 3 individual measurements is plotted per mouse (mean ± SD, n = 8-10 per group, two-way ANOVA, \*\*p<0.01).

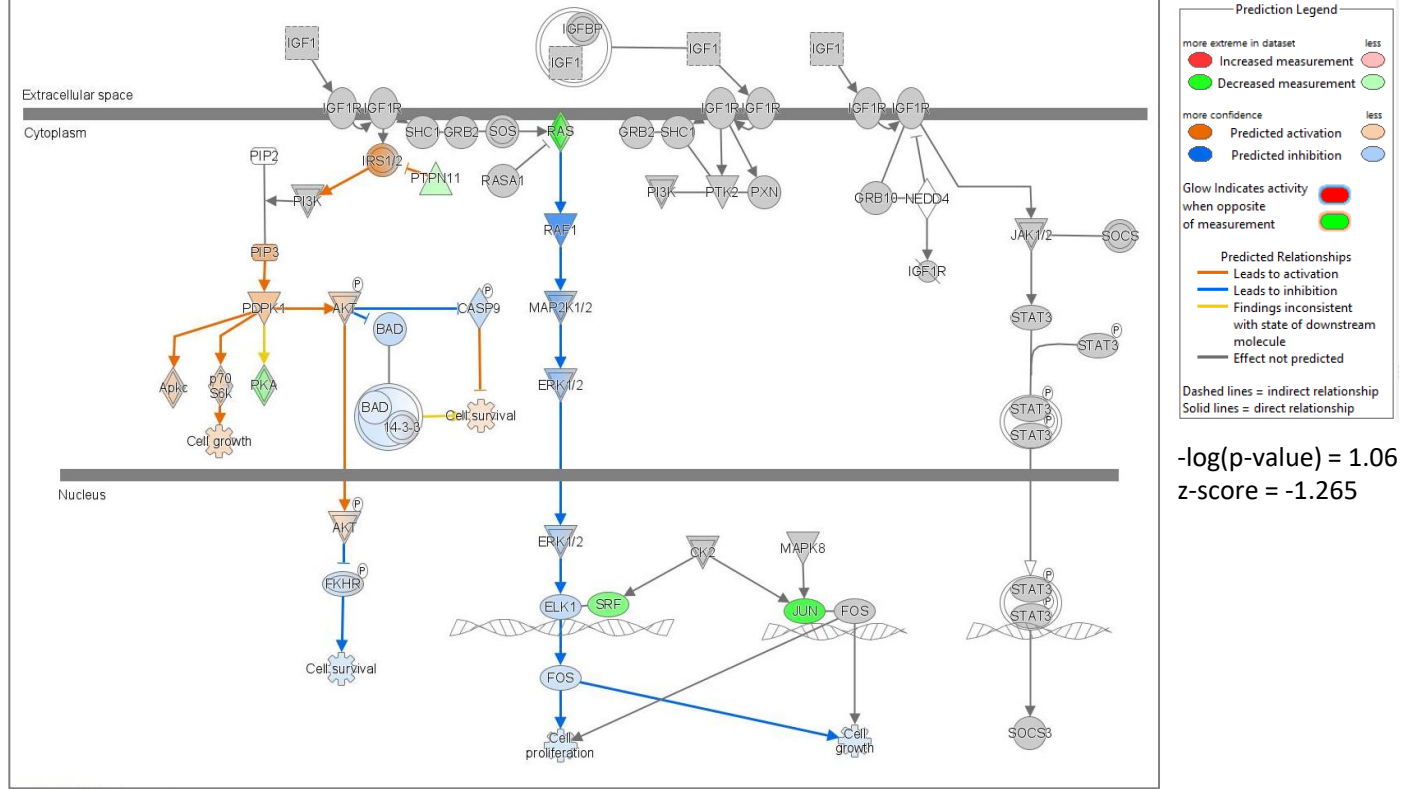

**Figure 3. Expression of the IGF-1 signaling pathway in the aorta of 22-week-old *Ercc1<sup>Δ/-</sup>* mice compared to *WT* mice.** Ingenuity Pathway Analysis (IPA) reveals downregulation of *Jun*, *Pka*, *Ptpn11*, *Ras* and *Srf* and predicted downstream inhibition of the IGF-1 signaling pathway.

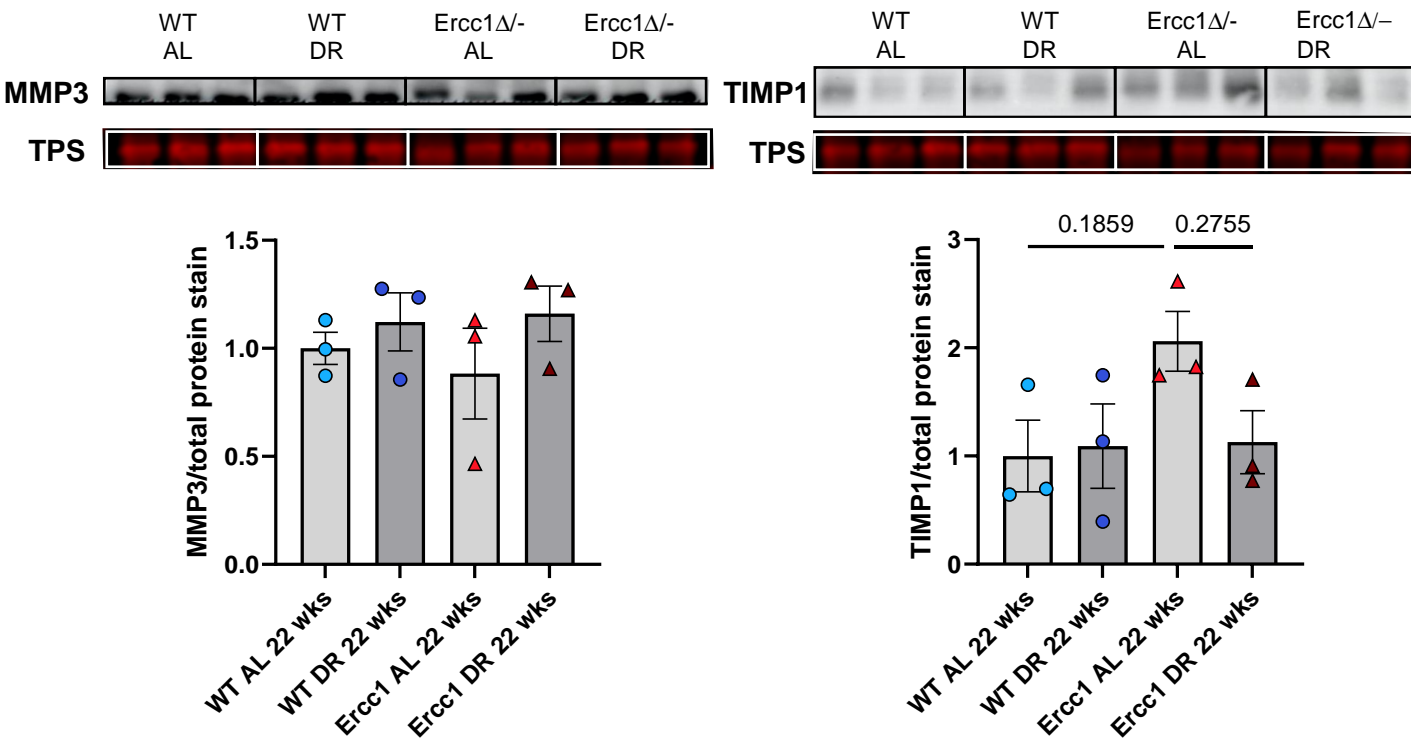

**Figure 4.** Western blot showing MMP3 and TIMP1 protein expression in *Ercc1* $\Delta^{-/-}$  and WT mouse aorta. MMP3 and TIMP1 protein levels were corrected for total protein (Total Protein Stain). The average of 2 separate Western blots was plotted per mouse (mean  $\pm$  SD, n = 3 per group, two-way ANOVA).

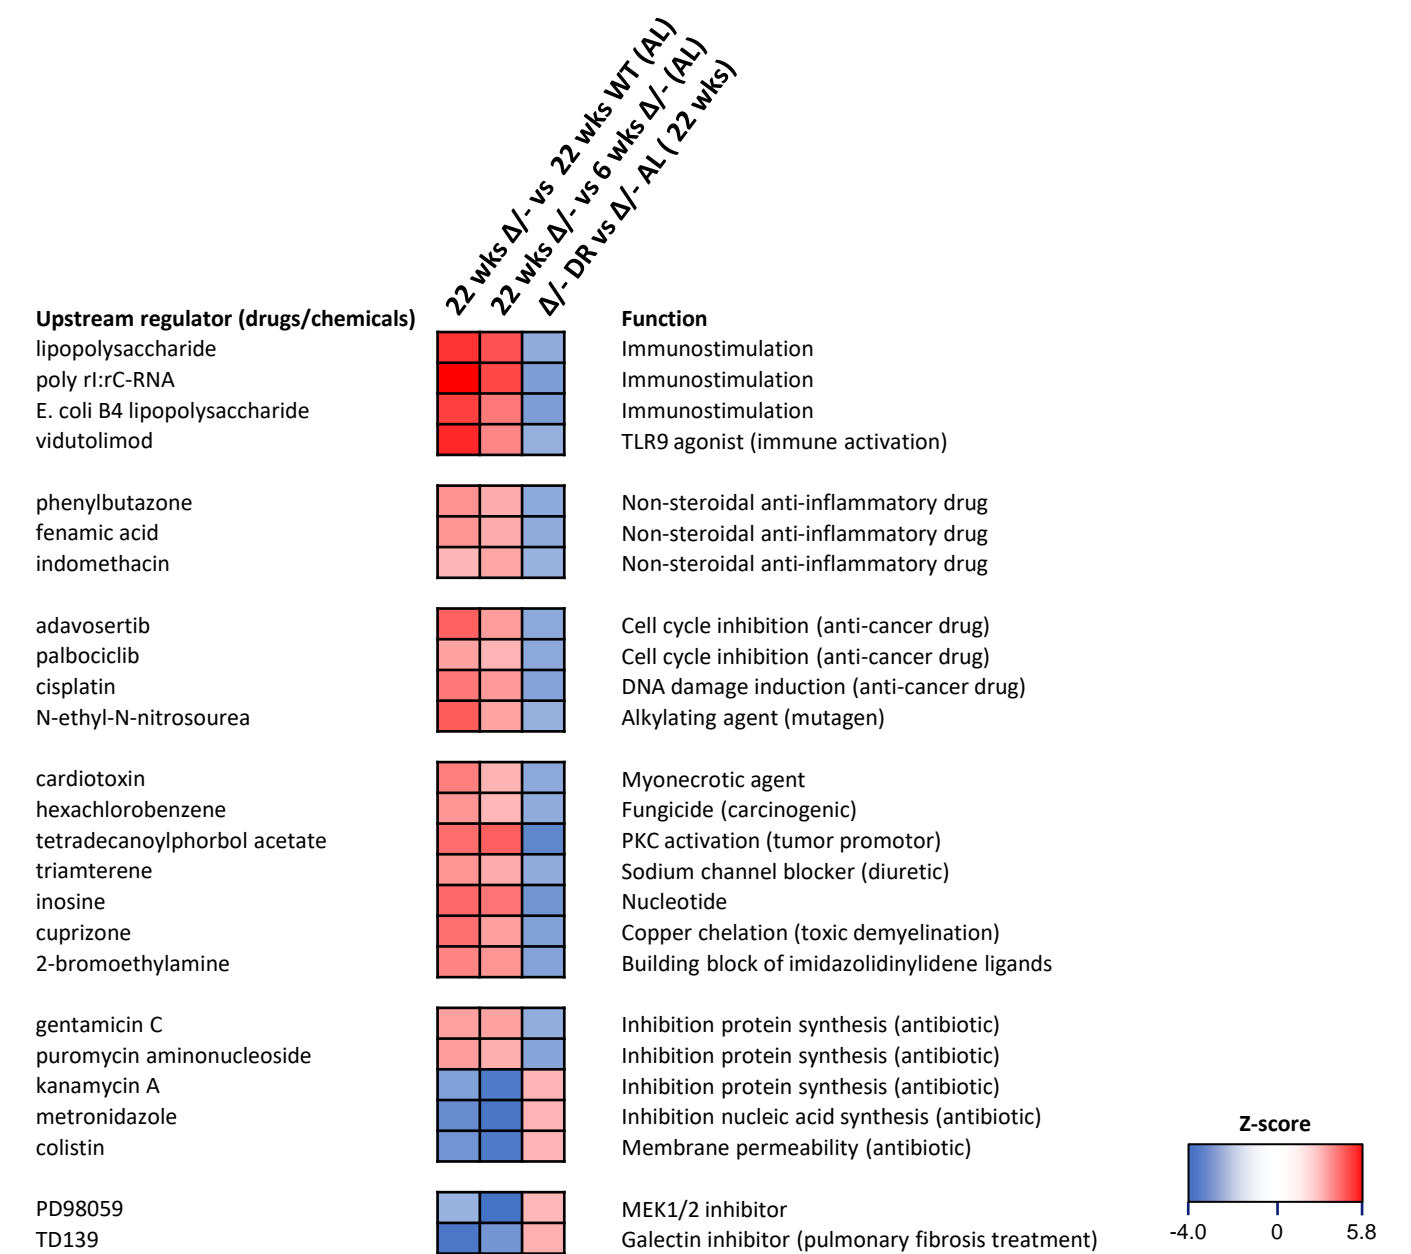

*Ercc1*<sup>Δ/-</sup>

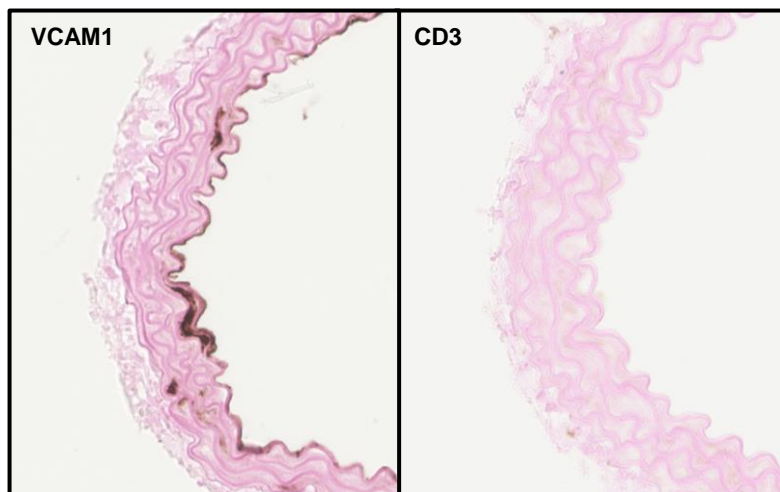

**Figure 6. Representative images of immunohistochemical staining for VCAM1 (left) and CD3 (right) on the same aortic ring of a *Ercc1*<sup>Δ/-</sup> mouse.**

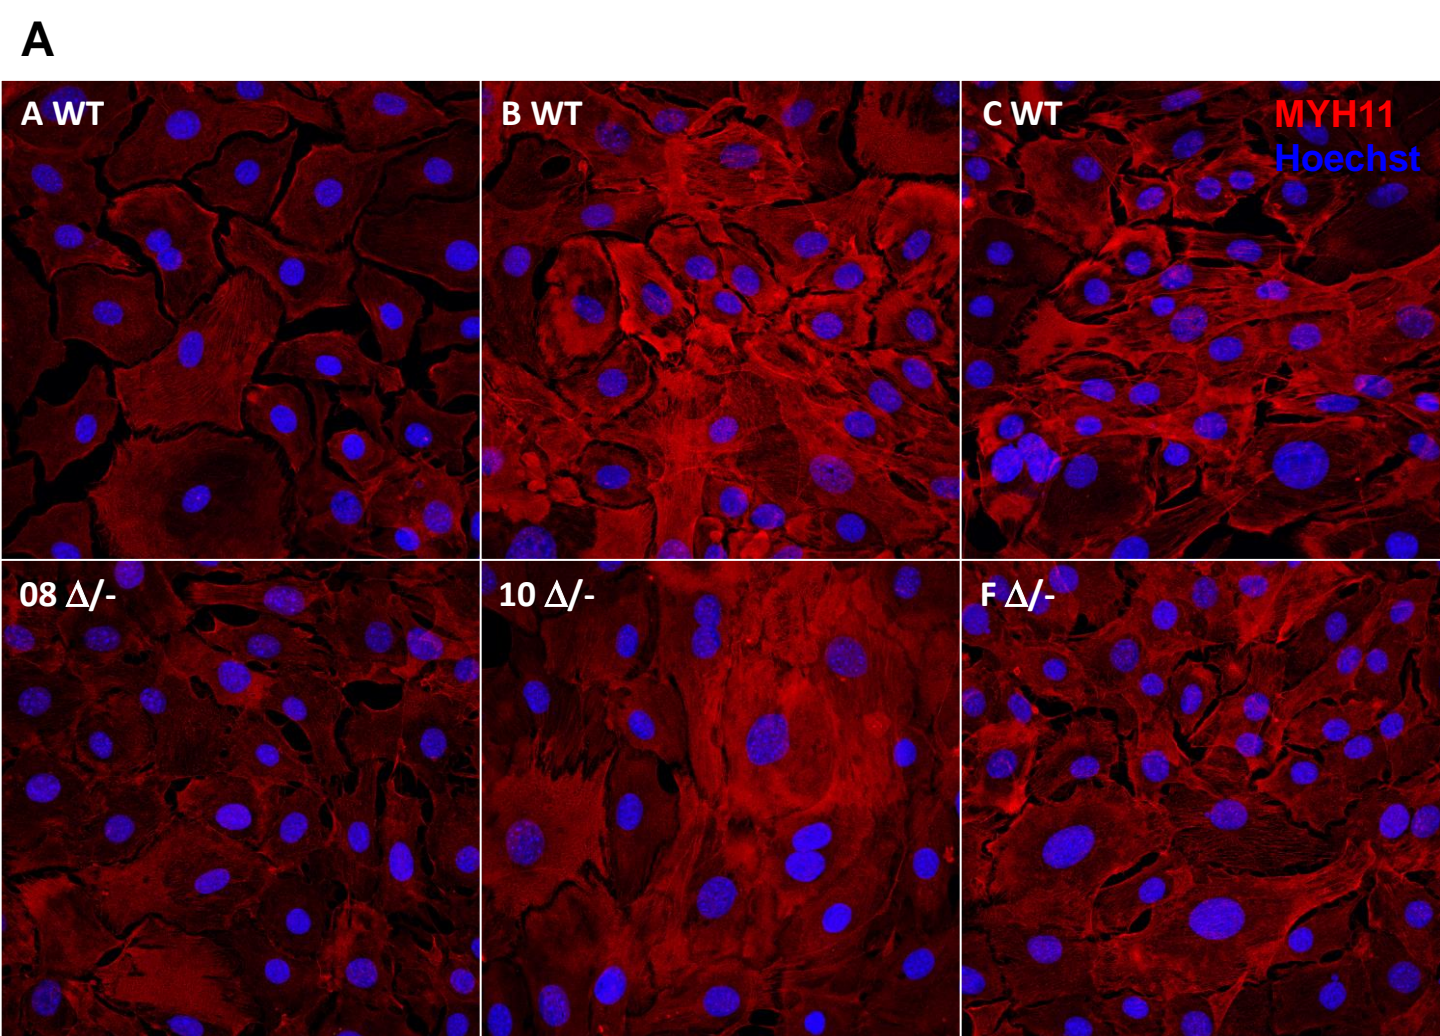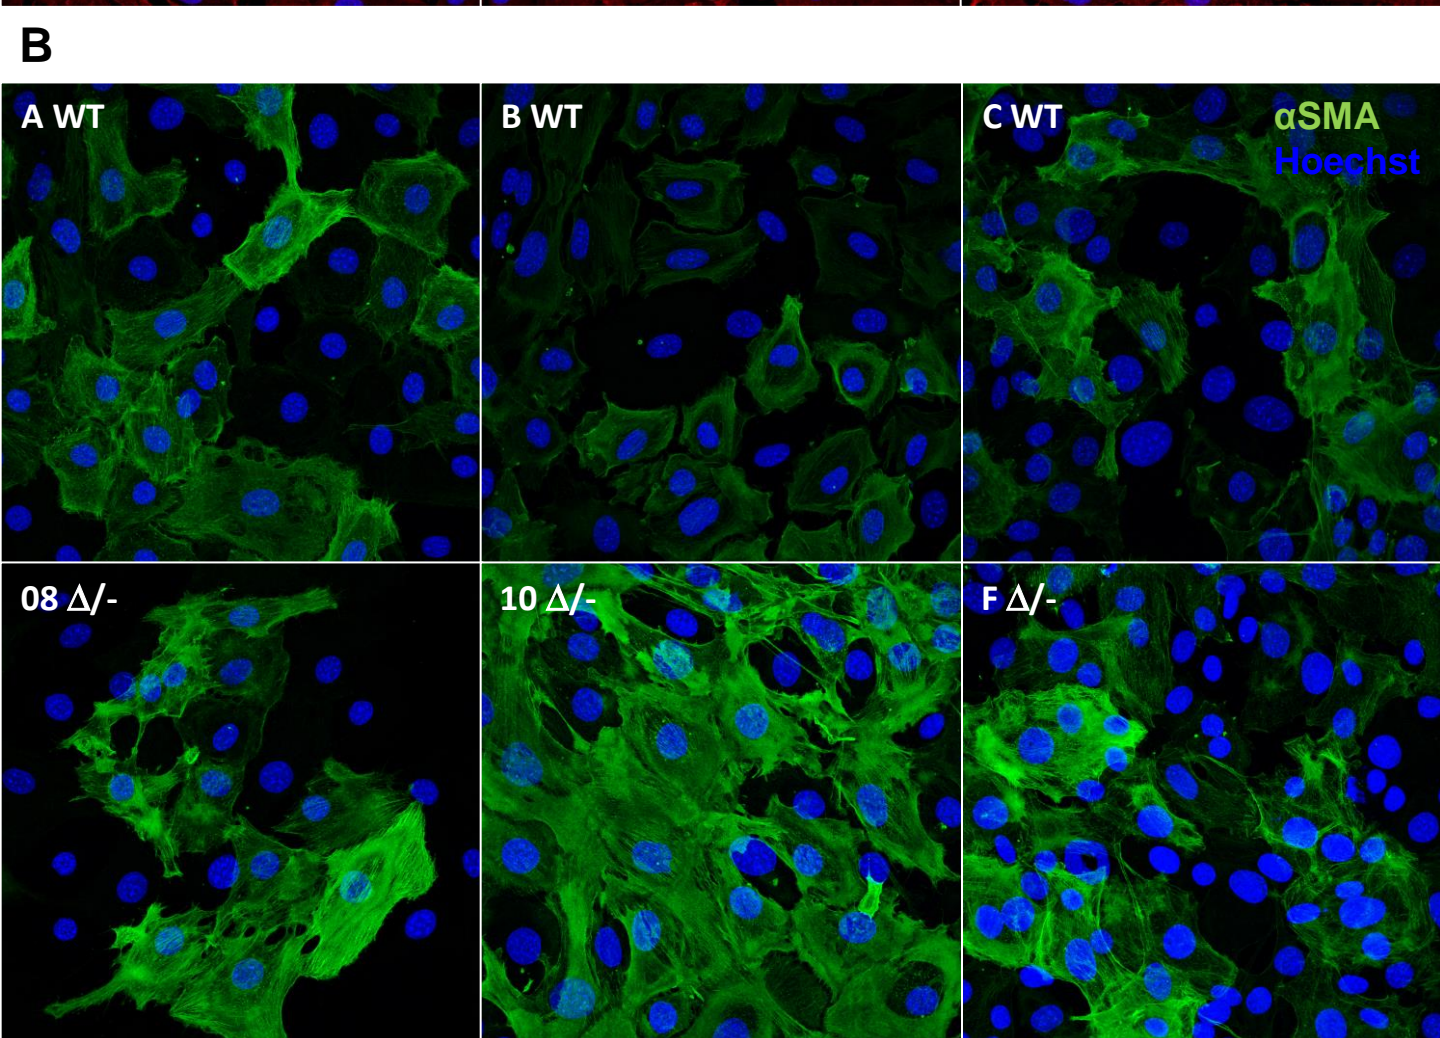

**Figure 7. (A)** Representative images of immunofluorescent staining for MYH11 on VSMCs isolated from the aorta of *Ercc1*<sup>+/+</sup> and *Ercc1*<sup>Δ/-</sup> mice (*n*=3 per genotype). **(B)** Representative images of immunofluorescent staining for αSMA on VSMCs isolated from the aorta of *Ercc1*<sup>+/+</sup> and *Ercc1*<sup>Δ/-</sup> mice (*n*=3 per genotype).

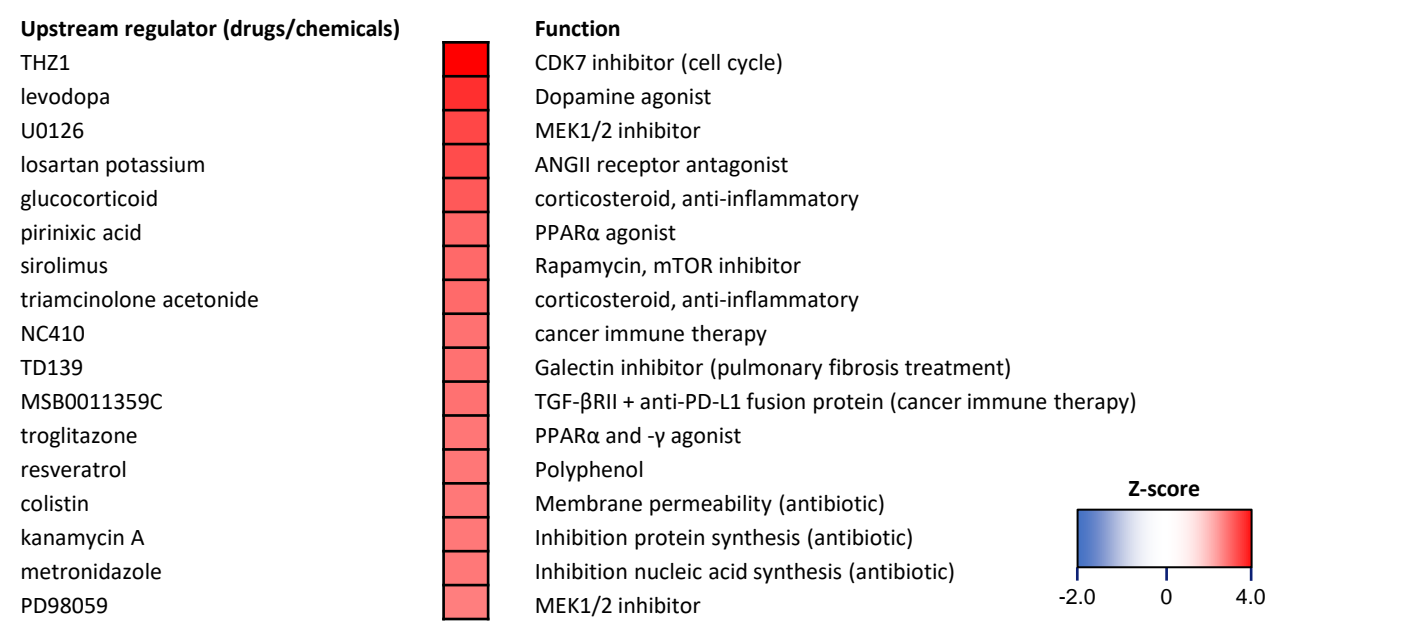

**Figure 8. Upstream Regulator analysis of drugs and chemicals predicted to be activated in the aorta of *Ercc1*<sup>Δ/-</sup> mice on dietary restriction compared to *Ercc1*<sup>Δ/-</sup> mice on ad libitum diet.**

How the deposited data were processed for this re-analysis (not part of the article)

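RNA from the aortic arch of 29 mice was analysed, in 6 groups of genotype (WT and Ercc1Δ/−), age (6 and 22 weeks) and diet (AL, and DR at 22 weeks), with 4 or 5 mice per group. The authors aligned the reads to mm39, removed duplicates by their unique molecular identifiers and counted reads over genes with htseq. They deposited whole-number counts per gene and sample without normalization. The table holds 56748 genes and 5 further lines with reads that htseq did not assign, which were kept out of the tests and used for the shares of ambiguous and unassigned reads. Gene positions came from a GENCODE annotation of GRCm39 that is later than the Ensembl release the paper names. A symbol was found for 56017 of the genes. Sample 003, which the paper left out for too low read counts and a diverging profile, was left out and was added back as an alternative. Sex labels were checked on Xist and 4 Y chromosome genes and genotype labels on Ercc1.

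Counts on genes totalled 921167 to 9616382 per sample over the 28 samples. Normalized counts are counts per TMM-scaled library times 3683502, the mean library size of the 28 samples, on which scale sample 003 is also given, and the TMM factors ran from 0.935 to 1.07. Genes with more than 10 counts in more than 10 of the 28 samples were tested, 12353 genes. The tests used R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, robust), limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15. Group and sex were in the model. Genotype and age were compared in a fit over the 18 AL-fed samples, and diet, and genotype on DR, in a fit over the 18 samples of 22 weeks. A DEG had a Benjamini-Hochberg adjusted p of at most 0.05 and at least a 1.2-fold change (0.263 on the log2 scale), and an interaction gene an adjusted p of at most 0.05 without a limit on the fold change. Adjusted p-values of single genes are from edgeR unless DESeq2 is named. Groups of single values were compared by two-sided exact permutation tests of the mean. Correlations across samples were computed on values centred within groups, with permutations within groups. They were computed for 6 pairs of measures and their p-values were not adjusted for this number.

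Genes are named by a rule set with the comparisons, which took every gene that the paper names in its text or in an RNA panel, the 3 DEGs with the smallest p in each direction of each comparison, the 5 interaction genes with the smallest p, the genes on the hand-written lists and the genes that check labels. Genes singled out in 1 sample in the closing part, such as Alox15, fall outside this rule and were chosen after their values were seen. Results that need some items are not reported here. The lists were written from general knowledge of the pathways and cell types. For the pathways that the paper names there were 20 lists, with 11 lists of cell and tissue markers, 3 lists of processes that handling or feeding can change (clock genes, immediate early genes, and glucocorticoid and fasting genes), 1 of sex-linked genes and 6 with the genes of Fig. 4C. They were tested with camera (correlation 0.01, log2 CPM with a prior count of 2), adjusted within each of these kinds. The gene sets and the upstream regulator software of the paper were not used here, so statements that rest on them alone are not analysed here. Protein, imaging and functional measurements were not analysed here.

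The alternatives were DESeq2 in place of edgeR, RLE size factors, no filter on low counts, sample 003 added, no sex term, only the compared groups or all 6 groups in the fit, the earlier dispersion method of edgeR, a test against the 1.2-fold change itself, other gene list tests, other choices of genes for the principal components and the length trend, and the omission of each sample in turn. Thinning of all samples to 921167 counts was added after the totals were seen. No sample could be paired with another, since each mouse gave 1 sample.

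For 4 of the explanations tested in the closing part, the verdict had at first been taken from a test other than the one written beforehand, each time against the explanation. The test written beforehand was put back as the verdict, and the later test is given beside it as 1 chosen after the result was known. These are the shared samples behind the switching genes, the library size behind the DEGs at 22 weeks, the handling response behind Jun and other tissue behind the effect of DR. For the number of switching genes, the later test in simulations was afterwards replaced by the splits with no shared sample, chosen with their values known, because the simulations hold almost no DEGs and could not have given switching genes. The list of serous cavity macrophage markers was written after the genes of sample 016 had been seen and was not changed after its test.

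The procedure was tested on simulated data with the fitted spread of the 12353 genes and 200 genes changed 3-fold. Of these, edgeR called 180 in the right direction with 6 unchanged genes, and DESeq2 180 with 15 unchanged genes. The interaction test called 164 changed and 5 unchanged genes, and the search for switching genes found 183 changed genes and 1 unchanged gene. With nothing changed, 0 genes were called, while 572 had an unadjusted p under 0.05. Camera called 1 list when 1 list was changed (limma camera, p = 1.4e-56, with no exact test) and 0 lists with nothing changed. The simulated genes were drawn independently of each other, so this cannot show how often camera calls lists of correlated genes wrongly. In the real samples, the other splits gave a median of 9 called lists between genotypes and of 5 on DR. A length trend put into the data gave a Spearman correlation of -0.78 and data without it gave -0.00807.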

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

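The interaction tests and the fits with a sample left out or added, without sex or with all groups were set before the results were seen. So were the regroupings of the samples for the DEGs on DR. All other tests in this part, thinning to equal depth included, were chosen only after the results were seen.

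Among 121 combinations of a gene at a claim and a group, 8 had 1 sample far from the rest of its group, by a gap that exceeded the 95% limit of Dixon's ratio of the gap to the range. By chance about 1 in 20 combinations would, or 6.05 here, and the probability of at least 8 is 0.259 (one-sided binomial test), so the number as a whole is what chance may give. Replicate 013 of the AL-fed Ercc1Δ/− mice of 22 weeks had 201 normalized counts of Mmp3 and the next sample 150 (ratio 0.852). Replicate 026 of the same group had 761 of Ptpn11 and the next 666 (ratio 0.878), and replicate 005 had 20.0 of Cgas and the next 8.37 (ratio 0.928), which rests on 19 raw counts. In AL-fed WT mice of 22 weeks, replicate 018 had 169 of Irf9 and the next 119 (ratio 0.889), and it was the only female of the 4 samples. Replicate 020 had 242 of Csf1r and the next 162.5 (ratio 0.86).

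The other 3 fell in replicate 016 of the Ercc1Δ/− mice on DR, with Adgre1 at 374 against 31.5 (ratio 0.969), Itgam at 245 against 39.4 (ratio 0.919) and Csf1r at 403 against 199 (ratio 0.758). In this sample 23 genes, counted over all genes, had at least 15 raw counts and over 3 times the normalized count of every other sample. Alox15, with 1010 normalized counts where the highest other sample had 34.7, is outside the genes that the paper discusses. A mislabelled WT sample is argued against by its 36 normalized counts of Ercc1, below the lowest of the 14 WT samples analysed at 52.2, although sample 003, which the paper left out, had 30.0 from 3 raw counts. A candidate explanation is tissue from the serous cavities next to the arch. Of 10 markers of serous cavity macrophages, 4 were highest in this sample of all 28, Timd4 (38.4 against 16.5), Naip1 (24.0 against 0.755), Laptm5 (662 against 349) and Ltc4s (57.6 against 45.1). Independent markers would give as many with a probability of 2.87e-04 (one-sided binomial test). The sample was singled out for macrophage genes, which may rise together, so this probability cannot decide on a serous origin. Against such an origin stand the other markers, with Gata6 at 398 against 421 in the highest sample and Arg1 at 0. Laptm5 is expressed by leukocytes in general and Gata6 also by smooth muscle, and the list was written after genes of this sample had been seen, so that an infiltrate within the vessel stays open and was not tested. Without replicate 016, 1274 genes were DEGs between the genotypes on DR, 6 were interaction genes of genotype and diet, 28 were shared between the genotypes, 51 switched direction and 15 of 20 lists were past the threshold.

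The change with age differed between the genotypes for 104 genes by the interaction test, as it did in 1 of 100 regroupings of age within the genotypes, the real one included (34 genes at the most in the others). Of 10 genes that the paper discusses with age, 7 were among them, with log2 interactions of 0.51 for Gpx1, 2.37 for Mmp3, 1.22 for Col8a1, 2.00 for Timp1, 1.26 for Vcam1, 2.32 for Lgals3 and 0.83 for Cdkn1a. A difference in library size does not account for all of them, since at equal depth 5 of the 7 passed the threshold. Gpx1 (edgeR adjusted p = 0.175) and Cdkn1a (edgeR adjusted p = 0.462) did not pass it, and for these the depth stays open. Of the 18 fits that each left out 1 sample, Mmp3, Col8a1 and Lgals3 passed the threshold in 18, Vcam1 in 8, Cdkn1a in 6, Timp1 in 5 and Gpx1 in 2, so that the interaction of the last 4 depends on single samples. Without replicate 018, where these 4 had their highest values, the edgeR adjusted p was 0.0952 for Vcam1, 0.159 for Cdkn1a, 0.167 for Timp1 and 0.116 for Gpx1. With sample 003 Gpx1 (edgeR adjusted p = 0.237) and Cdkn1a (edgeR adjusted p = 0.115) fell short of it, as did Gpx1 without sex in the model (edgeR adjusted p = 0.108) and Cdkn1a with all 6 groups in the fit (edgeR adjusted p = 0.057). The genotype, which the design names, remains an untested cause.

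The change on DR differed between the genotypes for 12 genes, with as many in 1 of 100 regroupings of diet (3 at the most in the others). Of 20 genes that the paper discusses with DR, Lgals3 (log2 interaction -1.84) and Timp1 (-1.60) were among them. Of the 18 fits that each left out 1 sample, Lgals3 passed the threshold in 18 and Timp1 in 9. Timp1 fell short of it without replicate 004, 013, 014, 017, 018, 021, 022, 025 or 026 (edgeR adjusted p = 0.119, 0.0815, 0.068, 0.0676, 0.122, 0.0625, 0.0533, 0.0662 and 0.0708), with sample 003 (edgeR adjusted p = 0.0894), without sex in the model (edgeR adjusted p = 0.105) and with all 6 groups in the fit (edgeR adjusted p = 0.273). For Lgals3 a change in macrophage content as the only cause is argued against, since with the macrophage score as a covariate its log2 interaction was -1.83 (edgeR adjusted p = 0.00188), and so is library size, since at equal depth it was -1.70 (edgeR adjusted p = 0.0231). For Timp1, whose interaction itself depends on single samples, macrophage content as the only cause is argued against by the same test (log2 interaction -1.55, edgeR adjusted p = 0.0291), while library size stays open, since at equal depth it fell short of the threshold (log2 interaction -1.79, edgeR adjusted p = 0.105).

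Between the genotypes on DR, a comparison that the paper does not list, 1605 genes were DEGs (737 higher and 868 lower in Ercc1Δ/− mice, 3229 with an unadjusted p under 0.05), and 1 of 100 splits of the samples gave as many, the largest number in the others being 213. The total counts of the groups did not overlap (exact permutation test, p = 0.00794). At equal depth 1037 genes were DEGs, 937 of them shared with the 1605 in the same direction, so that depth did not account for the difference. The genes with the smallest p were Gda (log2 fold change 1.65), Ly6a (1.29) and Cdkn1a (2.02) among the higher and Bcam (-1.31), Ldb3 (-1.12) and Cdh13 (-0.98) among the lower.

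Ambiguous reads, which the paper does not discuss, made up 1.79% of the reads in AL-fed Ercc1Δ/− mice of 22 weeks, a difference of 0.172 from WT (exact permutation test, p = 0.0286). On DR the share was 1.75% against 1.62% (exact permutation test, p = 0.00794) and at 6 weeks 0.124 (exact permutation test, p = 0.0238). Library size as the cause is argued against, because within groups the share rose with the total counts (Pearson r = 0.598, permutation p = 0.0427, Spearman rho = 0.416, permutation p = 0.0802, r = 0.408 without the 2 samples farthest from the median), whereas the Ercc1Δ/− samples of 22 weeks had the lower totals. Genes that overlap others and rise in Ercc1Δ/− mice stay open, which was not tested.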

How the results depend on the processing

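None of the tests in this part was chosen after the result was seen, except the thinning to equal depth. No paired analysis was possible, because each mouse gave 1 sample. The cause of the changes below was not tested, apart from those that a smaller number of samples or a stricter test brings by construction.

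RLE size factors and the earlier dispersion method of edgeR kept every count of DEGs and interaction genes within 1.5 times its value. With DESeq2, the DEGs between genotypes at 6 weeks numbered 378, those with age in WT mice 106 and those on DR in Ercc1Δ/− mice 348. There were 197 genes with an interaction of genotype and age and 43 with one of genotype and diet, the ratio of the DEGs of 22 to 6 weeks was 4.46, 43 genes were shared on DR and 76 switched direction. Of the 1487 DEGs between genotypes at 22 weeks, DESeq2 called 1465. Without a filter on low counts, 70 genes changed with age in WT mice, 307 on DR in WT mice, 39 had an interaction with diet and 39 were shared on DR. With sample 003, 99 genes changed on DR in WT mice and 101 in Ercc1Δ/− mice, 3 had an interaction with diet, 13 were shared and 27 switched. Without sex in the model, 55 genes changed on DR in WT mice, 2 had an interaction with diet and 8 were shared.

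With only the compared groups in the fit, 121 genes were DEGs between genotypes at 6 weeks and 90 on DR in Ercc1Δ/− mice, the ratio was 13.5, 12 genes were shared on DR and 23 switched. With all 6 groups in the fit, 66 changed on DR in WT mice, 5 had an interaction with diet and 7 were shared. The test against the 1.2-fold change itself, which is stricter by construction, left 29 DEGs between genotypes at 6 weeks and 697 at 22 weeks, 3 with age in WT and 240 in Ercc1Δ/− mice, 36 on DR in WT and 20 in Ercc1Δ/− mice and 602 between genotypes on DR, with a ratio of 24.0, 2 shared and 8 switching genes. At equal depth, where fewer counts are left by construction, the same comparisons gave 128, 757, 15, 339, 50, 130 and 1037 DEGs in this order, 65 and 5 interaction genes with age and diet, 10 shared and 26 switching genes. An estimated correlation between genes left 11 lists between genotypes and 4 on DR.

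Leaving out 1 sample at a time gave 102 to 226 DEGs between genotypes at 6 weeks, with changes of over 1.5 times without replicate 009, 011, 019 or 027, and 933 (without replicate 018, the only such change) to 1437 at 22 weeks. With age there were 8 to 30 in WT mice (such changes without replicate 001, 009 or 025) and 322 to 748 in Ercc1Δ/− mice (without 004, 005 or 008). On DR there were 44 to 204 in WT mice (without 017, 018, 020, 021 or 028) and 78 to 274 in Ercc1Δ/− mice (without 004, 005, 014, 026 or 029), and between genotypes on DR 1167 to 1594 with no such change. The interaction with age was found for 55 to 134 genes (without 004 or 018) and that with diet for 2 to 18 (without 004, 005, 013, 014, 016, 017, 018, 020, 021 or 022). The ratio ran from 4.2 to 14 (without 009, 011, 018, 019 or 027), the shared genes from 8 to 32 (without 005, 014, 017, 018, 020, 021, 026, 028 or 029) and the switching genes from 18 to 54 (without 004, 005 or 026). The lists past the threshold numbered 16 to 18 between genotypes and 12 to 16 on DR. The correlation of the change with gene length ran from -0.203 to -0.166 in these fits, and it was -0.2 with exonic length, -0.169 in protein-coding genes, -0.229 in genes above the median expression and -0.167 at equal depth.

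Among the named genes and the pathway lists, the direction of a value reversed in few cases, and for DR in Ercc1Δ/− mice only. Adgre1 had a log2 fold change of 0.18 over all samples, -1.59 without replicate 016 (edgeR adjusted p = 0.00361), -0.025 with only the compared groups in the fit and -0.001 without replicate 026, with a highest value of 0.675 without replicate 022. Itgam had 0.73 over all samples and -0.395 without replicate 016. Lists that were far from the threshold changed direction as well. The IGF-1 list was lower with fry (limma fry, adjusted p = 0.85) and without replicate 004, 006, 014 or 026 (limma camera, adjusted p = 0.889, 0.971, 0.741 and 0.904), the heat shock list was higher without replicate 004 or 016 (limma camera, adjusted p = 0.986 and 0.839) and the collagen chains were higher without replicate 006 or 026 (limma camera, adjusted p = 0.92 and 0.929). The lowest adjusted p of camera in the fits without 1 sample was 0.739 for the IGF-1 list, 0.141 for the heat shock list and 0.0752 for the collagen chains. Of the marker lists, fibroblast markers between genotypes at 22 weeks were higher with camera and lower with fgsea (fgsea permutation, adjusted p = 0.501). On DR in Ercc1Δ/− mice, cardiac muscle markers were higher with camera and lower with fry (limma fry, adjusted p = 0.999) and fgsea (fgsea permutation, adjusted p = 0.496), and nerve markers were lower with fgsea (fgsea permutation, adjusted p = 0.496).

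Among single genes, lists and parts of the counts, the fits that left out 1 sample gave 1422 values that kept their direction and side of the threshold, 64 that fell short of it, 11 that passed it newly and 28 counts that changed by over 1.5 times. For DESeq2 these numbers were 112, 0, 6 and 4, for equal depth 101, 16, 1 and 4, for the test against the fold change 94, 13, 0 and 5, for sample 003 153, 7, 0 and 2, and for fry 27, 9, 3 and 0.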

Differences from the paper's values

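No test in this part was chosen after the result was seen, except where thinning is named and the line between the genotypes. The alternatives below were set before the data were examined. A gap is called closed when a value came within 1.5 times the paper's value, which may leave a difference.

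The paper gives 373 DEGs between genotypes at 6 weeks, against 210 here. DESeq2 (378), no filter on low counts (261) and all 6 groups in the fit (284) came within 1.5 times the paper's value. RLE size factors, sample 003 (159), no sex term (218), only the compared groups (121), the earlier dispersion method (214), the test against the fold change (29) and the fits without 1 sample (102 to 226) did not. The paper's ratio of DEGs at 22 to 6 weeks is 4.6, against 7.08 here. DESeq2 (4.46), no filter (6.38), all 6 groups (5.44) and the earlier dispersion method (6.63) came within 1.5 times the paper's value. So did the fits without replicate 001, 004, 005, 008, 012, 013, 018, 020, 023, 025 or 026 (4.2 to 6.89). RLE size factors (7), sample 003 (7.23), no sex term (7.41), only the compared groups (13.5), the test against the fold change (24) and the other fits without 1 sample did not. For age in WT mice the paper shows about 100 DEGs in Table 1, read by eye, against 29 here. DESeq2 (106) and no filter (70) closed the gap. RLE size factors (29), sample 003 (31), no sex term (20), only the compared groups (38), all 6 groups (42), the earlier dispersion method (27), the test against the fold change (3) and the fits without 1 sample (8 to 30) did not.

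On DR in Ercc1Δ/− mice the paper gives 330 DEGs, against 202 here. DESeq2 (348), no filter (242) and the fit without replicate 022 (274) closed the gap. RLE size factors (199), sample 003 (101), no sex term (172), only the compared groups (90), all 6 groups, the earlier dispersion method (213), the test against the fold change (20) and the other fits without 1 sample did not. The paper's number of genes shared by both genotypes on DR is 38, against 25 here. DESeq2 (43), no filter (39) and the fits without replicate 007 (32), 012 (28), 016 (28) or 022 (32) closed the gap, and RLE size factors (25), sample 003 (13), no sex term (8), only the compared groups (12), all 6 groups (7), the earlier dispersion method (25), the test against the fold change (2) and the other fits without 1 sample did not. Of these the paper counts 12 as raised in both, against 7 here. DESeq2 (13), no filter (9) and the fit without replicate 022 (9) closed the gap. RLE size factors (7), sample 003 (1), no sex term (3), only the compared groups (1), all 6 groups (1), the earlier dispersion method (6), the test against the fold change (0) and the other fits without 1 sample did not.

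The paper counts 71 genes that switch direction between age and DR, against 42 here. DESeq2 (76), no filter (52) and the fits without replicate 016 (51) or 027 (54) closed the gap, and RLE size factors (41), sample 003 (27), no sex term (41), only the compared groups (23), all 6 groups (39), the earlier dispersion method (41), the test against the fold change (8) and the other fits without 1 sample did not. The paper's number of those lower with age and higher on DR is 19, against 7 here. DESeq2 (18) closed the gap, and no filter (11), RLE size factors (7), sample 003 (2), no sex term (7), only the compared groups (2), all 6 groups (7), the earlier dispersion method (7), the test against the fold change (0) and the fits without 1 sample did not.

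The paper describes a complete separation of the genotypes in the principal component plot. In the plane of the first 2 components the best line between the genotypes left 1 sample on the wrong side here, and 0 with the variance stabilizing transformation, with all tested genes, with 1000 genes, with sample 003 and without genes of the X and Y chromosomes, each of which gave the separation that the paper describes. On the first component alone 3 WT samples lay above the lowest Ercc1Δ/− sample, and 8 with the variance stabilizing transformation. It states that Jun was lower in Ercc1Δ/− mice, which fell short of the threshold (edgeR adjusted p = 0.0557). Jun passed it with DESeq2 (DESeq2 adjusted p = 0.00422), without sex in the model (edgeR adjusted p = 0.0362), with all 6 groups (edgeR adjusted p = 0.0332) and without replicate 005, 012 or 025 (edgeR adjusted p = 0.0445, 0.0215 and 0.0382). It states a significant fall of Irf7 on DR, which was short of the threshold (edgeR adjusted p = 0.144). Irf7 passed it with DESeq2 (DESeq2 adjusted p = 0.0385) and at equal depth (log2 fold change -1.17, edgeR adjusted p = 0.0185), an alternative chosen after seeing the values, and in no fit that left out 1 sample.

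The paper states that DR brought Txnrd1 back to its baseline, where its fall was short of the threshold (edgeR adjusted p = 0.066). It passed with DESeq2 (DESeq2 adjusted p = 0.0269) and without replicate 014 (edgeR adjusted p = 0.0412). In the legend of Fig. S3 the paper lists Ptpn11 as lower in Ercc1Δ/− mice, which fell short (edgeR adjusted p = 0.0798) and passed with DESeq2 (DESeq2 adjusted p = 0.0459), without a filter (edgeR adjusted p = 0.044) and without replicate 026 (edgeR adjusted p = 0.0425). Of the genes that Fig. 2C labels by rank, Spp1 ranked 13, Serpina3n 21 and Prg4 43 by p among the higher genes here, and Rasl12 16 and Stum 24 among the lower. Timp4, which the figure labels in addition and the paper ranks 16 among the higher genes, ranked 12 here.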

Other observations

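The tests against regrouped samples for the DEGs, the 5 tissue lists and the macrophage and contractile markers were written before their results were seen. So were those of the early genes, the clock genes, the correlation in data with shared samples and the regroupings for the length trend. The relation of the changes to expression and the camera tests of the gene lists at the end of this part were also set beforehand. All other tests in this part were chosen only after the result was seen.

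For each of the comparisons of 2 groups, the samples were split in other ways into groups of the same sizes. The real split alone, 1 of 35, gave as many as the 1487 DEGs between genotypes at 22 weeks, and the others gave 1 at the most. For the DEGs between genotypes at 6 weeks, with age in WT and in Ercc1Δ/− mice and on DR in WT and in Ercc1Δ/− mice, 1 of 100 splits, the real one, gave as many, and the largest numbers in the others were 47, 14, 406, 37 and 93. As many shared genes on DR as 25 were found in 1 of 100 regroupings of diet (4 at the most in the others), and as many switching genes as 42 in 1 of 100 regroupings of the 14 Ercc1Δ/− samples (4 at the most). As high a Spearman correlation of the DR effects of the 2 genotypes as 0.263 was found in 4 of 100 regroupings. As many as 18 lists between genotypes were found in 1 of 35 splits (17 at the most in the others, median 9), and as many as 15 lists on DR in 4 of 100 splits (median 5), so that camera calls many lists also in splits that mix the groups. As high a ratio of DEGs as 7.08 was found in 14 of 100 regroupings of age, which leaves the ratio within what regrouping gives.

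The switching genes and the samples shared by the 2 comparisons were tested in 50 simulations. The opposite run of the effects of age and DR across genes may come from the shared samples alone, since the simulations gave a median Spearman correlation of -0.511 where the data gave -0.31, and in 6 splits of the AL-fed Ercc1Δ/− samples of 22 weeks that shared no sample it ran from -0.107 to 0.0409, with 5 to 10 switching genes. Shared samples as the whole cause of the switching genes are argued against, since at least 5 genes switched in each split with no shared sample, where chance gives 1.1 at the most, and in each of the 6 splits more genes switched than changed in the same direction (0 to 5). Whether sharing adds to their number cannot be told apart from an effect of DR, because 5 to 21 genes switched when the same 2 samples served both comparisons and the samples are few. Of the DEGs between genotypes at 22 weeks, 72.4% changed in the opposite direction on DR, which shared samples may also give, because the simulations reached 72.8%. Of 85 DEGs on DR that were also DEGs between genotypes, 80 moved toward WT, and in the splits without shared samples 9 to 18 moved toward WT and 1 at the most away from it, which leaves the part of sharing open.

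Library size could contribute to the DEGs between genotypes at 22 weeks, as the totals of the groups did not overlap. The log2 fold change also correlated with expression across genes (Spearman -0.244), but this correlation persisted at equal depth (Spearman -0.21). At equal depth the median change in the log2 fold change of the DEGs was -0.009, and 99.9% of them kept their sign. Library size as the only cause is argued against by these values and by 757 DEGs at equal depth. The share of mitochondrial counts was 5.57% in AL-fed Ercc1Δ/− and 3.08% in AL-fed WT mice of 22 weeks (exact permutation test, p = 0.0286), which library size may or may not explain (within groups Pearson r = -0.323, permutation p = 0.127, Spearman rho = -0.301, permutation p = 0.154, r = -0.126 without the 2 samples farthest from the median). The 2 cannot be told apart, as the totals differ with the genotype. Within groups the mitochondrial share also rose with the fat score (Pearson r = 0.526, permutation p = 0.00424).

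Other tissue in the dissected arch was weighed for DR in Ercc1Δ/− mice. The smallest of the exact permutation p-values of 5 tissue list scores was 0.0317, from the T and B cell list, of which 1 gene, Ighm, was tested (difference -2.08), so lymphoid tissue may take part. With this score as a covariate 38 genes were DEGs, 21 of them among the 202. With the summed counts of all 20 genes of that list the p was 0.151 (exact permutation test), or 0.0286 without replicate 016, which held 39.8 CPM where the next sample held 12.4, so that lymphoid tissue and diet cannot be told apart with these samples. Fat, heart muscle, skeletal muscle and nerve are argued against as the cause of most DEGs, since with 1 of these scores as a covariate at least 147 of the 202 were kept in the same direction. For the citric acid cycle genes, the list score adjusted for the fat score differed by 0.124 on DR (exact permutation test, p = 0.0714), by 0.239 without adjustment, and whether perivascular fat accounts for it cannot be told apart from an effect of diet. For electron transport the adjusted difference was 0.021 (exact permutation test, p = 0.81), which a larger share of fat may explain. In WT mice the adjusted differences were 0.153 (exact permutation test, p = 0.0317) and 0.056 (exact permutation test, p = 0.429).

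The higher Cd68, Lgals3 and Vcam1 in AL-fed Ercc1Δ/− mice could come from more macrophages, since 6 macrophage markers rose by a median of 1.33 on the log2 scale, and also from a loss of contractile identity, since 12 contractile markers had a median of -0.645. A lower share of VSMCs alone is argued against by the macrophage score, which rose by 1.34 more than the fibroblast score (exact permutation test, p = 0.0286). The markers do not separate the first 2 explanations. For Jun at 22 weeks, 6 immediate early genes differed between the genotypes with p = 0.314 (exact permutation test), so that a handling response and an effect of genotype cannot be told apart in this test. At 6 weeks the same genes had a median log2 fold change of -0.919 in Ercc1Δ/− mice (exact permutation test, p = 0.0238). After adjustment for these 6 genes Jun differed at 22 weeks by -0.615 (exact permutation test, p = 0.0286) where it differed by -0.977 before, which argues against a handling response as the whole cause. For the circadian phase, the score of clock genes differed between DR and AL in Ercc1Δ/− mice by -1.16 (exact permutation test, p = 0.0635) and in WT mice by -1.62 (exact permutation test, p = 0.0952), and phase and diet cannot be told apart, because the spread is large. Between 6 and 22 weeks the score differed by -1.73 in Ercc1Δ/− mice (exact permutation test, p = 0.0397) and by 0.026 in WT mice (exact permutation test, p = 0.944). The age comparisons were not fitted with this score, so phase stays open for the DEGs with age, their interaction with genotype and the switching genes. With the clock score as a covariate 11 genes were DEGs on DR in WT mice (9 shared with the 158) and 1006 between genotypes at 22 weeks (899 shared with the 1487).

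The discussion names gene length-dependent transcription stress. Across the tested genes, which are not independent replicates, log2 gene length and the log2 fold change between genotypes at 22 weeks had a Spearman correlation of -0.186. As large a correlation in either direction was found in 4 of 35 splits of the samples, so that the spread between samples may give it. Library size is argued against as its cause, since it was -0.167 at equal depth. The correlation was -0.206 between genotypes at 6 weeks, -0.0654 on DR, -0.113 with age in Ercc1Δ/− and -0.0511 in WT mice, and 0.122 on DR in Ercc1Δ/− and -0.0207 in WT mice. Given exonic length, the partial correlation with the span was -0.0646, given the span that with exonic length was -0.0984, and given expression it was -0.16.

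The lists not given with a claim had these values (limma camera, adjusted p). Between genotypes at 22 weeks on AL, heat shock genes were lower (1.48e-12, 29 of 33 genes, 19 DEGs, 25 when adjusted over the list alone). Senescence-associated secretory genes were higher (2.4e-06, 12 of 15 genes, 7 DEGs, 8 when adjusted over the list alone), as were class II (1.81e-04, 16 of 16) and class I antigen presentation (0.0226, 14 of 21), citric acid cycle (0.0226, 31 of 34), electron transport (2.88e-04, 69 of 73) and the 3 macrophage-like VSMC markers that the paper uses (6.66e-07). On DR in Ercc1Δ/− mice, lower lists were elastic fibre formation (0.0165), collagen-modifying enzymes (0.00308), metalloproteases (0.00148), senescence-associated secretory genes (1.64e-07) and the macrophage-like markers (2.65e-05), and smooth muscle contraction was higher (0.0274). Collagen chains (0.472), heat shock genes (0.594), p53 targets (0.13) and IGF-1 signalling (0.972) were not called.

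Of the cell lists, macrophage markers (6.11e-15) were higher and contractile markers (9.58e-09) lower in AL-fed Ercc1Δ/− mice, and cardiac muscle (0.386), fat (0.191), nerve (0.536), endothelial (0.536), fibroblast (0.809) and chondrocyte and osteoblast markers (0.665) were not called (limma camera, adjusted p). On DR, macrophage markers were lower (1.89e-07), chondrocyte and osteoblast markers lower (0.0137) and fat markers higher (0.0318), and contractile (0.0682), cardiac (0.869), nerve (0.869), endothelial (0.0761) and fibroblast markers (0.257) were not called. Monocyte and neutrophil and skeletal muscle markers had 2 tested genes each, with score differences between genotypes of 0.80 (exact permutation test, p = 0.0857) and 0.05 (exact permutation test, p = 0.943). Clock genes (0.0445) and immediate early genes (0.0468) were lower and glucocorticoid and fasting genes higher (0.00868) in AL-fed Ercc1Δ/− mice, and on DR these were 0.746, 0.324 and 3.78e-07, the last higher. The sex-linked genes had 0.188 and 0.646 (limma camera, adjusted p).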
